# Prediction of sex-determination mechanisms in avian primordial germ cells using RNA-seq analysis

**DOI:** 10.1038/s41598-022-17726-7

**Published:** 2022-08-17

**Authors:** Kennosuke Ichikawa, Yoshiaki Nakamura, Hidemasa Bono, Ryo Ezaki, Mei Matsuzaki, Hiroyuki Horiuchi

**Keywords:** Germline development, Differentiation

## Abstract

In birds, sex is determined through cell-autonomous mechanisms and various factors, such as the dosage of DMRT1. While the sex-determination mechanism in gonads is well known, the mechanism in germ cells remains unclear. In this study, we explored the gene expression profiles of male and female primordial germ cells (PGCs) during embryogenesis in chickens to predict the mechanism underlying sex determination. Male and female PGCs were isolated from blood and gonads with a purity > 96% using flow cytometry and analyzed using RNA-seq. Prior to settlement in the gonads, female circulating PGCs (cPGCs) obtained from blood displayed sex-biased expression. Gonadal PGCs (gPGCs) also exhibited sex-biased expression, and the number of female-biased genes detected was higher than that of male-biased genes. The female-biased genes in gPGCs were enriched in some metabolic processes. To reveal the mechanisms underlying the transcriptional regulation of female-biased genes in gPGCs, we performed stimulation tests. Retinoic acid stimulation of cultured gPGCs derived from male embryos resulted in the upregulation of several female-biased genes. Overall, our results suggest that sex determination in avian PGCs involves aspects of both cell-autonomous and somatic-cell regulation. Moreover, it appears that sex determination occurs earlier in females than in males.

## Introduction

Birds have unique mechanisms of sex determination. Mammals, which have an XX/XY sex chromosome system, determine their gonadal sex depending on the transient action of a Y-chromosome–linked master gene, *Sex-determining region Y* (*SRY*)^1^. In the case of birds, which have a ZZ/ZW sex chromosome system, the dosage of *doublesex and mab-3 related transcription factor 1* (*DMRT1*) on the Z chromosome is key to gonadal sex determination^2–4^. The expression of *DMRT1* is restricted to the developing gonads of both sexes but is more highly expressed in males than in females owing to the fact that this gene is Z linked. Avian somatic cells possess an inherent sex identity, and gonadal development and sexual phenotype are largely cell autonomous^5^. Nevertheless, sex hormones also primarily regulate sexual phenotypes, and therefore, sex-reversal, a characteristic feature in fish, is also observed in birds. Investigation of the sex-determination mechanism in birds will provide an insight into the evolution of vertebrate sex-determining mechanisms.

Little is known about the sex-determining mechanism in avian germ cells, unlike the mechanism in somatic cells. The mechanisms underlying sex determination in germ cells generally have received increasing attention in the past decade. In vertebrates, *forkhead box L3* (*FOXL3*) was the first identified gene associated with sex determination in germ cells in medaka (*Oryzias latipes*)^6^. Development of functional sperm in the ovary of *FOXL3-*knockout female medaka indicated that the germline possesses a sex-determination mechanism different from that present in the gonads in at least some vertebrates. However, in chickens, the *FOXL3*-like gene is temporally expressed in oogonia, which develop after sex determination in germ cells^7^. Therefore, the sperm–egg fate decision via *FOXL3* is not conserved in chickens. To comprehensively understand the mechanism underlying avian sex determination, avian-specific sperm-egg fate determinants must be revealed.

To elucidate the sex-determination mechanism in avian germ cells, gene profiling in primordial germ cells (PGCs), the first germ cell population established during early development, obtained from various developmental stages, is required. Sex differentiation of germ cells is generally induced by the surrounding gonadal somatic cells. As gonadal masculinization-related genes, *DMRT1* and *hemogen* (*HEMGN*), or feminization-related genes, *forkhead box L2* (*FOXL2*) and *aromatase*, begin to be expressed in chicken embryos incubated for 4.5–5.7 days (E4.5–5.7)^3,8,9^, sex differentiation in gonadal PGCs (gPGCs) might also be induced from this stage onward. Interestingly, cell-autonomous sex determination of chicken PGCs was also suggested before the cells settled into the gonads. Unlike the PGCs in other vertebrates, avian PGCs are transported to the genital ridge through blood circulation. Although the PGC precursor cells transplanted into chicken embryos of the opposite sex at the blastodermal stage could differentiate into functional gametes^10^, circulating PGCs (cPGCs) transplanted into the bloodstream barely differentiate into functional gametes^11,12^. Additionally, the number of PGCs located in the intermediate mesoderm and the capacity of cultured PGCs derived from embryonic blood to uptake proteins differ between males and females^13,14^. Although a recent study showed that donor PGC-derived offspring could be produced using genetically infertile chickens of the opposite sex as recipients^15^, the sex determination mechanism of PGCs remains controversial. Therefore, to reveal this mechanism in avian PGCs, the effects of the surrounding gonadal cells and cell-autonomous factors must be considered.

In order to investigate the mechanisms underlying sex determination in avian germ cells, we purified male and female PGCs from blood (E2.5; Hamburger and Hamilton stage^16^ (HH) 17) and gonads (E4.5 and E6.5; HH25-26 and HH30, respectively) using fluorescence-activated cell sorting (FACS). Gene expression profiles of PGCs at each developmental stage for each sex were determined using RNA-seq analysis. Then, the sex-determination mechanism of PGCs was predicted using bioinformatic analysis. To evaluate the prediction, male PGCs were stimulated with retinoic acid in vitro*,* and the changes in gene expression were examined.

## Results

### Purification of PGCs using FACS

FACS was used to sort male and female PGCs from the blood of E2.5 embryos and gonads of E4.5 and E6.5 embryos, respectively (Fig. 1a). Herein, a monoclonal antibody against SSEA-1, a cell surface marker of chicken PGCs found during early development^17^, was used to harvest PGCs. Figure 1b shows the cell sorting patterns obtained for each sample.

**Figure 1:**
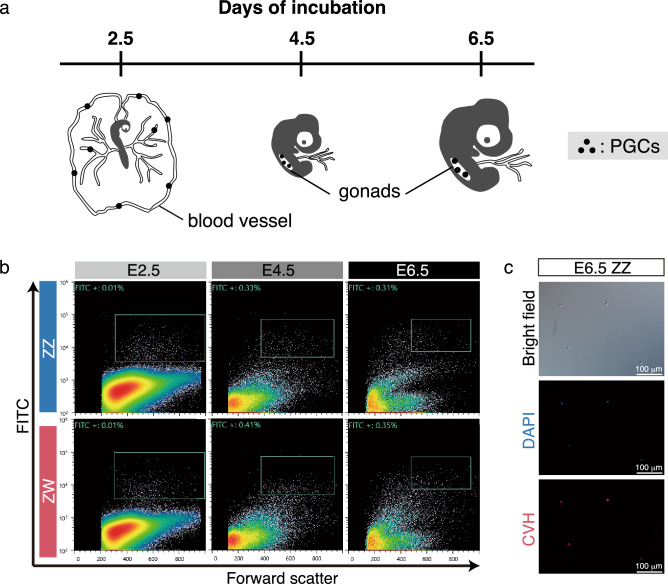
Purification of PGCs from early chick embryos. (**a**) A schematic illustration of localization of PGCs during embryogenesis. (**b**) Dot-plots of forward scatter (x-axis) versus green-fluorescence (y-axis). SSEA-1 positive cells were sorted in each stage and sex (boxes). (**c**) Immunofluorescence of sorted cells derived from E6.5 male embryos using anti-CVH monoclonal antibody. Counter staining was carried out with DAPI.

After sorting, the purity of PGCs was evaluated with immunofluorescence using a monoclonal antibody against chicken VASA homologue (CVH), a chicken pan-germ cell marker^18^. Expression of CVH was observed in the cytoplasm, and the purity of CVH-positive PGCs was > 96% irrespective of the developmental stage and sex (Fig. 1c; Table1). RNA-seq analysis was performed using the sorted PGCs under these conditions.

**Table 1:** Purities of sorted PGCs in each stage and sex.

Developmental stage	Sex	Analyzed cells	CVH + cells	Purity (%)	Donors (n)
E2.5	ZZ	189	186	98.4	22
	ZW	333	326	97.9	30
E4.5	ZZ	89	88	98.9	20
	ZW	72	71	98.6	22
E6.5	ZZ	198	190	96.0	22
	ZW	172	168	97.7	20

Data from two independent experiments were collected in each stage and sex.

### Detection of sex-biased genes using RNA-seq analysis

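RNA from SSEA-1-positive PGCs of male (ZZ) and female (ZW) embryos was sequenced at E2.5, when the PGCs were taken from blood (cPGCs), and at E4.5 and E6.5, when they were taken from gonads (gPGCs). Each stage and sex had 2 libraries, each made from a separate pool of 6 to 14 embryos, giving 12 libraries in all. cDNA was made with the SMART-seq v4 kit for low RNA input and sequencing libraries with the Nextera XT kit. The authors trimmed the reads, mapped them to GRCg6a with STAR and counted uniquely mapped reads per gene with featureCounts. They deposited expression in TPM, the reads on a gene divided by its length and scaled to a sum of 1000000 per library, with the gene lengths. The table held 24356 Ensembl genes, of which 124 lay on the W chromosome, 1245 on the Z chromosome and 22504 on numbered chromosomes. No gene name was given for 10821 of the genes. In every library, TPM multiplied by gene length was a whole multiple of a single step, so that the number of reads on each gene could be recovered. The 37 mitochondrial genes were listed at 0 in every library.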

To predict the sex-determination mechanism in chicken PGCs, RNA-seq analysis was performed using sorted PGCs. Approximately 15.7 million total reads per sample were obtained (Supplementary Table S1). 

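Between 7185031 and 13749166 reads per library were recovered on genes, with a median of 11351000. The lowest numbers were those of the first E4.5 pools, with 7566925 reads in the male library and 7185031 in the female library. In the paper's Table S1, these 2 libraries also have the lowest shares of uniquely mapped reads, 72.8% and 68.0%, against 87.1% to 94.1% in the other libraries. On a gene of 1000 bases, a single read came to between 0.129 and 0.234 TPM, and 3 reads, taken as the smallest number that counts as detection, to between 0.386 and 0.702 TPM. Reads amplified by PCR are not independent molecules, so these floors cover counting error only. Across genes with a mean of 1 TPM or more, Pearson's correlation of log2(TPM + 1) between the E4.5 pools of one sex was 0.886 in males and 0.873 in females. Between the sexes it was 0.913 for the first E4.5 pools and 0.974 for the second. At E6.5 the correlation was 0.973 between the male pools and 0.960 between the female pools. These correlations are across genes, which are not independent replicates.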

On average, nearly 88% of these reads were uniquely mapped to the GRCg6a reference genome.

Subsequently, we identified differentially expressed genes (DEGs) (|log_2_ (FC)|≥ 3, adjusted *p*-value (Padj) < 0.05) as sex-biased genes at each developmental stage. 

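Each stage was tested on its own 4 libraries, 2 ZZ against 2 ZW, with limma on log2(TPM + 1) and a mean-variance trend. Genes with 1 TPM or more in at least 2 of the 4 libraries were tested, which left 12381 genes at E2.5, 12229 at E4.5 and 12029 at E6.5. The p-values were adjusted over these genes with the Benjamini-Hochberg method, and the thresholds for sex-biased genes were in number those of the paper. The paper's calls came from DESeq2, which was not run here. Adding 1 to TPM makes log2 fold changes smaller, most of all at low TPM, so that the same fold threshold was stricter here. Log2 fold changes are female over male. With 2 libraries per group, an exact two-sided permutation test of a single gene cannot give a p under 0.333, so the limma test rests on the spread shared across genes. Within a stage, replicate numbers of the sexes were compared to see whether same-numbered pools moved together. The correlation across genes of their deviations from the group mean was 0.236 at E2.5, 0.670 at E4.5 and -0.129 at E6.5. The test therefore was also run with the replicate number as a block. At E6.5, where same-numbered pools moved apart, a block that paired replicate 1 of one sex with replicate 2 of the other was added after the data had been seen.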

Overall, while the number of sex-biased genes was very low in E2.5 (31 genes) and E4.5 (22 genes) embryos, it was dramatically increased in E6.5 embryos (336 genes) (Fig. 2a, Table 2). 

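There were 25 sex-biased genes at E2.5, 2 at E4.5 and 141 at E6.5. Without the fold threshold, 30 genes at E2.5, 2 at E4.5 and 263 at E6.5 had an adjusted p under 0.05, and 1438, 121 and 1762 genes had an unadjusted p under 0.05. At E4.5 the 2 genes that passed were *HINTW* and ENSGALG00000048286, both on the W chromosome, although 22 genes were at or above the log2 fold threshold of 3 in females by the group means alone. With the replicate number as a block, the number of female-biased genes was 23 at E2.5, 20 at E4.5 and 162 at E6.5. Without the fold threshold the block gave 563, 51 and 328 genes at an adjusted p under 0.05, so that by this count E2.5 was above E6.5. With the crossed block at E6.5 it was 172. The alternative that moved the E6.5 count most was the test without a filter on low values, which left 9 female-biased genes. The limma-voom test on recovered reads left 11. The median log2 fold change of all genes tested was -0.34 at E2.5, and -0.02 after median-of-ratios scaling. At E6.5 the median was -0.08 before and 0.02 after that scaling. The scaling changed the genes with an adjusted p under 0.05 from 166 higher in females and 97 higher in males to 62 and 12 at E6.5, and from 23 and 7 to 26 and 2 at E2.5. The change of the sex difference between stages was tested directly on all 12 libraries. For E6.5 against E4.5, none of the 14154 genes had an adjusted p under 0.05 (0 genes, smallest adjusted p = 0.0669 from limma), with 503 at an unadjusted p under 0.05. For E4.5 against E2.5 there were also 0 genes, with 393 at an unadjusted p under 0.05. With the replicate number as a block within stages, 16 genes passed for E6.5 against E4.5 and 0 for E4.5 against E2.5, where 1147 had an unadjusted p under 0.05.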

All sex-biased genes detected in this study are listed in supplementary Table S2. The number of female-biased genes was higher than that of male-biased genes at every stage. 

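Female-biased genes numbered 23 at E2.5, 2 at E4.5 and 137 at E6.5, and male-biased genes 2, 0 and 4. At E4.5, 2 genes reached the male fold threshold with an unadjusted p under 0.05. A lower fold threshold of 1 on the log2 scale gave 7 male-biased genes at E2.5 and 92 at E6.5, against 23 and 166 female-biased genes. Of the male-biased genes, follistatin (*FST*, ENSGALG00000014908, Z chromosome, 16072541 to 16079179) had the most reads. Its TPM at E6.5 was 60.3 ± 12.2 (SD, n = 2) in males and 3.01 ± 0.923 (SD, n = 2) in females, a log2 fold change of -3.94 (standard error 0.33, adjusted p = 0.00132 from limma with Benjamini-Hochberg adjustment). The other male-biased genes were unnamed genes of 31 to 130 bases with few reads. At E2.5 they were ENSGALG00000025649 on Z, with 12 and 9 reads in the male libraries, and ENSGALG00000025003 on chromosome 1, with 4 and 3. At E6.5 they were ENSGALG00000049623 on chromosome 2, with 3 and 3 reads in the male libraries, ENSGALG00000049834 on chromosome 1, with 2 and 4, and ENSGALG00000025086 on chromosome 3, with 6 and 2. All 5 had 0 reads in both female libraries of the stage.

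Of the male-biased genes in the paper's Table S2, 4 of 4 at E2.5, 1 of 1 at E4.5 and 11 of 14 at E6.5 could be tested. Of these, 0, 0 and 1 passed both thresholds over all genes. Every one of them was higher in both male libraries than in both female libraries. So were 4514 of the 12381 genes tested at E2.5, 1122 of 12229 at E4.5 and 3389 of 12029 at E6.5. All of the list's genes that were tested were under an adjusted p of 0.05 when adjusted over the list alone. The list is the paper's own calls on these data, so that neither the direction nor the second adjustment shows stability. *PGM5* (ENSGALG00000014995, Z chromosome) had 39.8 and 7.59 TPM in the male libraries of E2.5 and 1.24 and 0.762 in the female libraries, a log2 fold change of -3.24 (standard error 0.71, adjusted p = 0.0834, and from 8.47e-05 with the replicate block to 0.496 with limma-voom over the alternatives). *NSMF* fell by 2.71 on the log2 scale in females at E2.5 (adjusted p = 0.0796), *FAM234A* by 2.50 (adjusted p = 0.292) and *DEF8*, which had 0 reads in both female libraries, by 1.81 (adjusted p = 0.262). The log2 fold change of *SLC24A2* at E4.5 was -2.93 (adjusted p = 1.00, and 0.0566 with the replicate block).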

Alterations in gene expression profiles in female PGCs were observed prior to those in male PGCs.

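Changes between stages were tested within each sex in the same way, on 4 libraries each. From E4.5 to E6.5, 24 genes rose in female gPGCs past both thresholds and none fell, and 22 of the 24 are in the paper's list of E6.5 female-biased genes. In male gPGCs, 0 genes passed over the same interval, with 207 at an unadjusted p under 0.05, against 806 in females. By fold alone, 171 genes rose and 6 fell in females, and 4 rose and 2 fell in males. The male pools of E4.5 and E6.5 with the same number moved together (correlation of deviations across genes 0.403), and with the replicate block 6 genes passed in males. In females, where this correlation was 0.013, the block raised the count from 24 to 177. The female count of 24 dropped to 0 without a filter on low values, with median-of-ratios scaling and with limma-voom, with 174, 180 and 361 genes at the fold threshold or beyond and at an unadjusted p under 0.05. From E2.5 to E4.5, 0 genes passed in females, with 351 at an unadjusted p under 0.05, and 7 in males, of which 2 rose and 5 fell. In females, same-numbered pools of these stages moved apart (-0.195), and the replicate block gave 6 genes. A block with the numbers crossed, chosen after the data had been seen, gave 9.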

**Figure 2:**
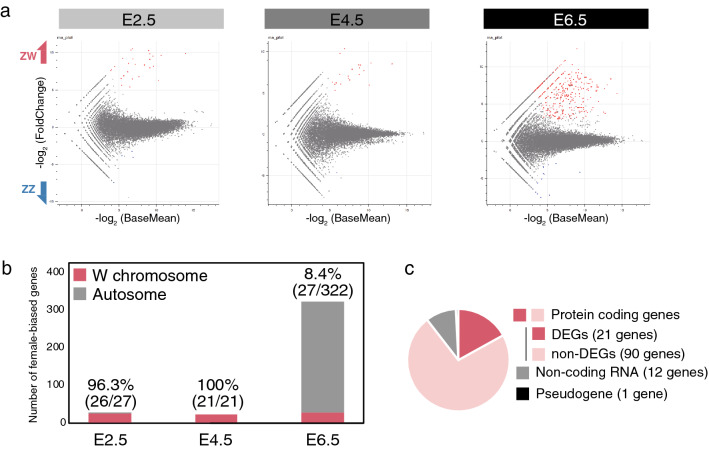
Detection and characterization of sex-biased genes during embryogenesis. (**a**) MA-plots of males versus females at each stage. Female-biased genes (log_2_ (FC) ≥ 3, Padj < 0.05) are shown in red. Male-biased genes (log_2_ (FC) ≤  − 3, Padj < 0.05) are shown in blue. (**b**) Chromosomal localization of the female-biased genes in each stage. Y-axis indicates the number of genes. The ratio of W-linked genes to whole sex-biased genes is presented on each bar. (**c**) Distribution of W-linked genes detected as female-biased genes in common to each stage.

**Table 2:** Number of sex-biased genes.

Developmental stage	Male-biased genes	Female-biased genes	Total sex-biased genes
E2.5	4	27	31
E4.5	1	21	22
E6.5	14	322	336

Chromosomal localization of female-biased genes was also analyzed at each stage. 

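Of the 23 female-biased genes at E2.5, 22 lay on the W chromosome. The other, ENSGALG00000024758 on chromosome 8, was singled out after its values had been seen. Its log2 fold change was 3.69 (standard error 0.66, adjusted p = 0.0248 from limma), with 0 reads in both male libraries. At E4.5 both female-biased genes were W-linked. By the fold threshold alone, 20 of 22 genes at E4.5 lay on W. The number of W-linked genes at E2.5 dropped to 10 without a filter on low values. At E4.5 it rose to 20 with the replicate block and also with all 12 libraries in one fit, and dropped to 0 with limma-voom, where 23 had the fold and an unadjusted p under 0.05. Of the paper's 27 female-biased genes at E2.5, 25 were tested and 20 were called, and of its 21 at E4.5, all 21 were tested and 2 were called. In every one of these genes both female libraries were above both male libraries. This was so in 880 of the 12381 genes tested at E2.5 and in 979 of 12229 at E4.5. Adjusted over the paper's lists alone, which were drawn from these same data, 25 and 21 were under 0.05. Reads from hemoglobin genes made up 16.5% of TPM in the first female E2.5 library and 0.257% in the second.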

The vast majority of female-biased genes in both E2.5 and E4.5 embryos were localized on the W chromosome (Fig. 2b). In contrast, the number of female-biased genes were dramatically increased in E6.5 embryos, and 91.6% of these genes (295/322) were autosomal. 

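Of the 137 female-biased genes at E6.5, 112 were autosomal, 6 lay on Z and 19 on W. The autosomal share was 81.8% (Wilson 95% confidence interval 74.4% to 87.3%), and the share not on W was 86.1% (79.4% to 90.9%). The paper's list of 322 genes holds 282 on autosomes, 13 on Z and 27 on W. Of the 322, 278 were tested, 134 passed both thresholds and 163 passed the fold threshold. The number of autosomal genes depended on the test. With limma-voom on recovered reads and without a filter on low values, 0 of 11 and 0 of 9 female-biased genes were autosomal. With median-of-ratios scaling the autosomal share was 65.5%, and with the replicate block and the crossed block it was 83.3% and 83.1%.

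Across the 282 autosomal genes of the paper's list, every gene was higher in both female libraries than in both male libraries, but the 2 female pools differed. The median of log2(TPM + 1) was 2.43 in the first female library and 4.59 in the second, against 0.31 and 0.24 in the male libraries. The second female library was above the first in 280 of the 282 genes and more than 2-fold above it in 272, with a median ratio of 4.49-fold. Together the 282 genes made up 0.654% of TPM in the first female library, 3.92% in the second, and 0.0562% and 0.0503% in the male libraries. Relative to the male mean, 61 genes reached the log2 fold threshold in the first female library and 218 in the second. By fold alone over all genes tested, 173 genes were female-biased, 87 without the second female library and 288 without the first. At E4.5, the first male library had the highest median, 1.21.

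**Figure D1:**
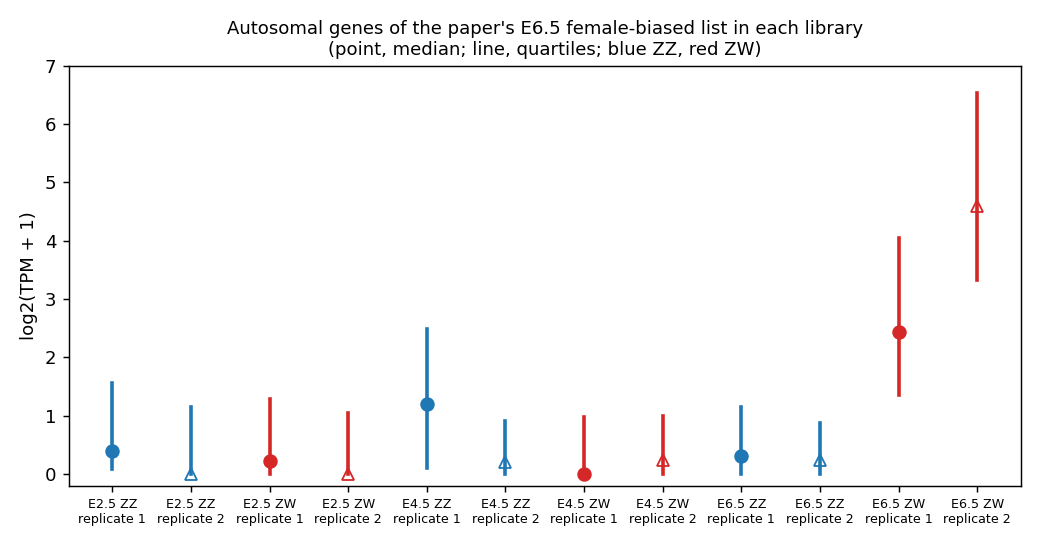
log2(TPM + 1) of the 282 autosomal genes that the paper lists as female-biased at E6.5, in each of the 12 libraries. Points are medians over genes and lines run from the lower to the upper quartile. The medians of the E6.5 female libraries are 2.43 and 4.59, and those of the E6.5 male libraries 0.31 and 0.24.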

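Across the stages, 22 W-linked genes were female-biased at 1 stage or more, 19 at both E2.5 and E6.5, and 2 at all 3 stages. *HINTW* and ENSGALG00000048286 were those found at all stages, and the second lies inside the first on the opposite strand. With the replicate block, 18 W-linked genes were common to all stages, and so were 18 with all 12 libraries in one fit and 18 by the fold threshold alone. The number was 1 with median-of-ratios scaling. It was 0 with limma-voom, where 22 had the fold and an unadjusted p under 0.05 at every stage. All of the 18 genes found with the block are among the 21 in the paper's Table S3. Of those 21 genes, 20 passed both thresholds at E2.5, 2 at E4.5 and 18 at E6.5. Their adjusted p-values ran from 7.32e-08 to 0.0552 at E2.5, from 0.0100 to 1.00 at E4.5 and from 8.98e-06 to 0.0140 at E6.5. Their median log2 fold change was 5.03, 4.39 and 4.34 at the 3 stages, and the lowest was 2.83, 2.51 and 2.76.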

Twenty-eight genes were investigated as W chromosomal female-biased genes in E2.5, E4.5, and E6.5, and 21 genes were commonly detected. These detected genes were protein-coding genes, and corresponded to 18.9% (21/111) of those linked to W chromosome (Fig. 2c). 

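The table types 98 of its 124 W-linked genes as protein-coding and gives 13 no type, 111 together. Of the rest, 12 are miRNA or snoRNA genes and 1 is a pseudogene. At all 3 stages, 30 of the 124 genes were higher in both female libraries than in both male libraries. Among them were all 21 genes of Table S3, which the paper drew from these data. Of all genes tested, 880 were so at E2.5, 979 at E4.5 and 2192 at E6.5. The 18 genes found at all stages with the replicate block came to 16.2% of 111. Among the genes of Table S3, no female library had less than 5.22, 4.68 and 5.35 TPM at E2.5, E4.5 and E6.5. The highest male values were 5.67, 5.00 and 10.1 TPM. The authors counted uniquely mapped reads only, so that reads falling equally well on a W-linked gene and its Z-linked or W-linked copy are not in these values.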

The detected common female-biased genes are listed in supplementary Table S3 with functional domains predicted using Pfam^19^, a database of protein families. The gene names were annotated to refer to a previous study^20^, which globally characterized chick W-linked genes. The functional predictions revealed that several genes possess a DNA-binding domain. These were *SMAD2W* (PF03165), *SMAD7B* (PF03165), *SUB1W* (PF02229), *KCMF1W* (PF00569), and *MIER3W* (PF01448 and PF00249). 

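All 5 genes lie on the W chromosome of GRCg6a. *SMAD2W* (ENSGALG00000014184, 6650828 to 6715914) had 45.1 ± 4.51, 24.7 ± 1.66 and 22.0 ± 4.77 TPM in females (SD, n = 2) at E2.5, E4.5 and E6.5 and at most 0.185 TPM in any male library. Its log2 fold changes were 5.37, 4.54 and 4.34, with adjusted p-values of 0.000124, 0.840 and 0.00132 from limma. *MIER3W* (ENSGALG00000038064, 4216467 to 4365471) had female means of 101.6, 75.9 and 72.3 TPM and log2 fold changes of 6.43, 5.83 and 5.60. Its adjusted p-values were 9.32e-06, 0.424 and 0.000104. *KCMF1W* (ENSGALG00000035780, 6346847 to 6447455) had 36.6 ± 6.47, 22.2 ± 11.4 and 24.7 ± 3.28 TPM in females, and log2 fold changes of 5.03, 4.15 and 4.48. *SMAD7B* (ENSGALG00000029545, 2602132 to 2628699) had 12.2 ± 3.38, 11.4 ± 3.26 and 6.92 ± 2.22 TPM in females, and *SUB1W* (ENSGALG00000034905, 5302803 to 5316624) had 8.499 ± 0.835, 11.7 ± 6.43 and 15.0 ± 7.79. These 2 genes had at most 3 reads in every male library, so that their fold changes are lower bounds. Set against 3 reads, *SMAD7B* was at least 74.5-fold, 54.5-fold and 42.1-fold higher in females, and *SUB1W* at least 28.2-fold, 30.2-fold and 49.4-fold higher. On the log2(TPM + 1) scale, *SMAD7B* was below the fold threshold at E6.5 (2.92). At E4.5, where the pools of each sex were far apart, the adjusted p-values of *KCMF1W*, *SMAD7B* and *SUB1W* were 1.00. With the replicate block the 5 genes had adjusted p-values from 0.00363 for *MIER3W* to 0.0435 for *SUB1W*.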

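*CHD1W* (ENSGALG00000031327) lies on the W chromosome from 4991077 to 5068104. It had 10.3 ± 1.73, 11.8 ± 5.47 and 6.01 ± 0.258 TPM in females (SD, n = 2) at E2.5, E4.5 and E6.5, and no male library had more than 5 reads. Its log2 fold changes were 3.33, 3.497 and 2.76, the last below the fold threshold. The adjusted p-values from limma were 0.0205, 1.00 and 0.0140, and with the replicate block 0.0421 at E4.5. At E4.5 and E6.5 both male libraries had 3 reads or fewer, and set against 3 reads *CHD1W* was at least 114.8-fold and 74.6-fold higher in females.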

Additionally, a chromatin remodeling-related domain (PF00385) was detected in *CHD1W*. 

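Summed over the 124 genes, W-linked expression came to 4026 and 3430 TPM in the female libraries of E4.5 and to 2704 and 2924 TPM in those of E6.5. In the male libraries it was 14.4 and 16.2 TPM at E4.5 and 25.3 and 23.4 TPM at E6.5. Over the genes of Table S3, the highest log2 fold change was that of ENSGALG00000048286 at E4.5 and E6.5, at 8.58 and 6.78.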

Overall, several W-linked genes were expressed and maintained in PGCs in a cell-autonomous manner, and some possessed functional domains that could regulate transcription mechanisms.

### Enrichment analysis of female-biased genes in gPGCs derived from E6.5 embryos

Enrichment analysis was performed to characterize the features of female-biased genes detected in E6.5. First, we performed gene ontology (GO) analysis. Figure 3a shows highly enriched GO terms, classified as biological process (BP), molecular function (MF), or cellular component (CC). Some metabolic processes were highly enriched in the BPs. In particular, organic acid, oxoacid, carboxylic acid, and small molecule metabolic processes were detected as major terms in GO analysis of female-biased genes in E6.5. In contrast, the enriched MFs were related to transporter or symporter activity, and the CCs were extracellular or apical parts. 

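The terms below are those of the paper's Table S4, whose genes were drawn from the paper's own female-biased genes, and no enrichment was recomputed. Of the 57 genes listed under the organic acid metabolic process, 54 were tested at E6.5 and 37 passed both thresholds. For the oxoacid term these numbers were 55, 52 and 36, for the carboxylic acid term 53, 50 and 35, and for the small molecule term 71, 66 and 41. The median log2 fold change over all genes listed, tested or not, was 3.92 for the first 3 terms and 3.76 for the small molecule term. Among the organic acid genes, the median was 17.2 TPM in the first female library and 102.5 TPM in the second, against 0.683 and 0.348 in the male libraries. Every gene under these 4 terms was higher in the second female library than in the first. The lists share genes, so the 4 terms are not 4 separate observations.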

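Of the 19 genes that Table S4 lists under symporter activity, 18 were tested and 10 passed both thresholds. Of the 26 under the apical part of the cell, 19 were tested and 11 passed. The median log2 fold change over all genes listed, tested or not, was 3.17 and 2.88. The second female library was above the first in all 19 symporter genes and in 25 of the 26 apical genes.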

We then performed Kyoto encyclopedia of genes and genomes (KEGG) ^21^ pathway analysis. 

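Table S4 lists 50 female-biased genes under metabolic pathways, 7 under retinol metabolism and 6 under PPAR signaling. Of the first, 46 were tested at E6.5 and 31 passed both thresholds, and the median log2 fold change over all 50 was 3.88. All 7 retinol metabolism genes were tested, and 4 passed, with a median of 4.03. Of the 6 PPAR signaling genes, 3 passed. In all 3 lists every gene was higher in the second female library than in the first.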

KEGG pathway analysis also revealed enrichment of some metabolic pathways (Fig. 3b). Finally, tissue- or cell-specificity of female-biased genes was also characterized using the PaGenbase database^22^. 

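Among the E6.5 female-biased genes, Table S4 annotates 66 as specific to liver, 41 to kidney, 30 to HEPG2 cells and 6 to huh-7 cells. Of the liver genes, 57 were tested and 37 passed both thresholds. Of the kidney genes, 39 were tested and 21 passed. The median log2 fold change over all listed genes that the table holds, tested or not, was 3.35 and 3.54. For HEPG2 and huh-7, 12 of 25 and 2 of 6 genes tested passed. The liver and kidney lists share 7 genes. The median of the liver genes was 8.28 TPM in the first female library and 56.3 TPM in the second, and that of the kidney genes 7.67 and 38.7 TPM. In a second set of kidney tubule markers, none of them in the paper's list and chosen after a first set had been seen, the median log2 fold change at E6.5 was 0.17, above 98.3% of random gene sets of like expression. In the first female pool over the male pools the median of the set was 0, so that ties set its position (65.0%), which decides nothing. At E2.5, where the PGCs came from blood, the set in females over males was above 99.7%. For liver markers outside the list at E6.5 the value was above 64.1%.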

Interestingly, many female-biased genes were annotated as specific genes in the liver, kidney, and liver-derived cell lines (HEPG2 and huh-7) (Fig. 3c). All detected terms and enriched genes in each term are listed in supplementary Table S4.

**Figure 3:**
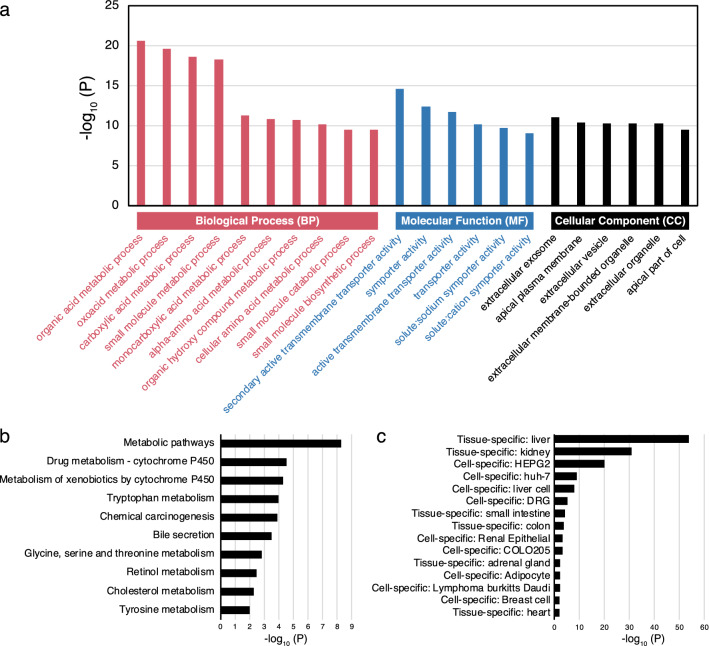
Classification of female-biased genes in E6.5 embryos. (**a**) The most enriched terms observed through gene ontology (GO) analysis. Three main categories, biological process (BP), molecular function (MF), and cellular component (CC), are denoted using red, blue, and black colors, respectively. (**b**) The results of Kyoto Encyclopedia of Genes and Genomes (KEGG)^21^ pathway analysis. (**c**) The results of tissue- or cell- specificity.

To reveal the protein–protein interaction (PPI) network of female-biased genes in E6.5, we further analyzed the STRING network (Fig. 4). Subsequently, 204 and 326 nodes and edges were obtained, respectively, and the average node degree was 3.2. The average local clustering coefficient was 0.315. The PPI enrichment p-value was lower than 1.0e-16, and this network thus significantly interacted rather than being selected at random.

**Figure 4:**
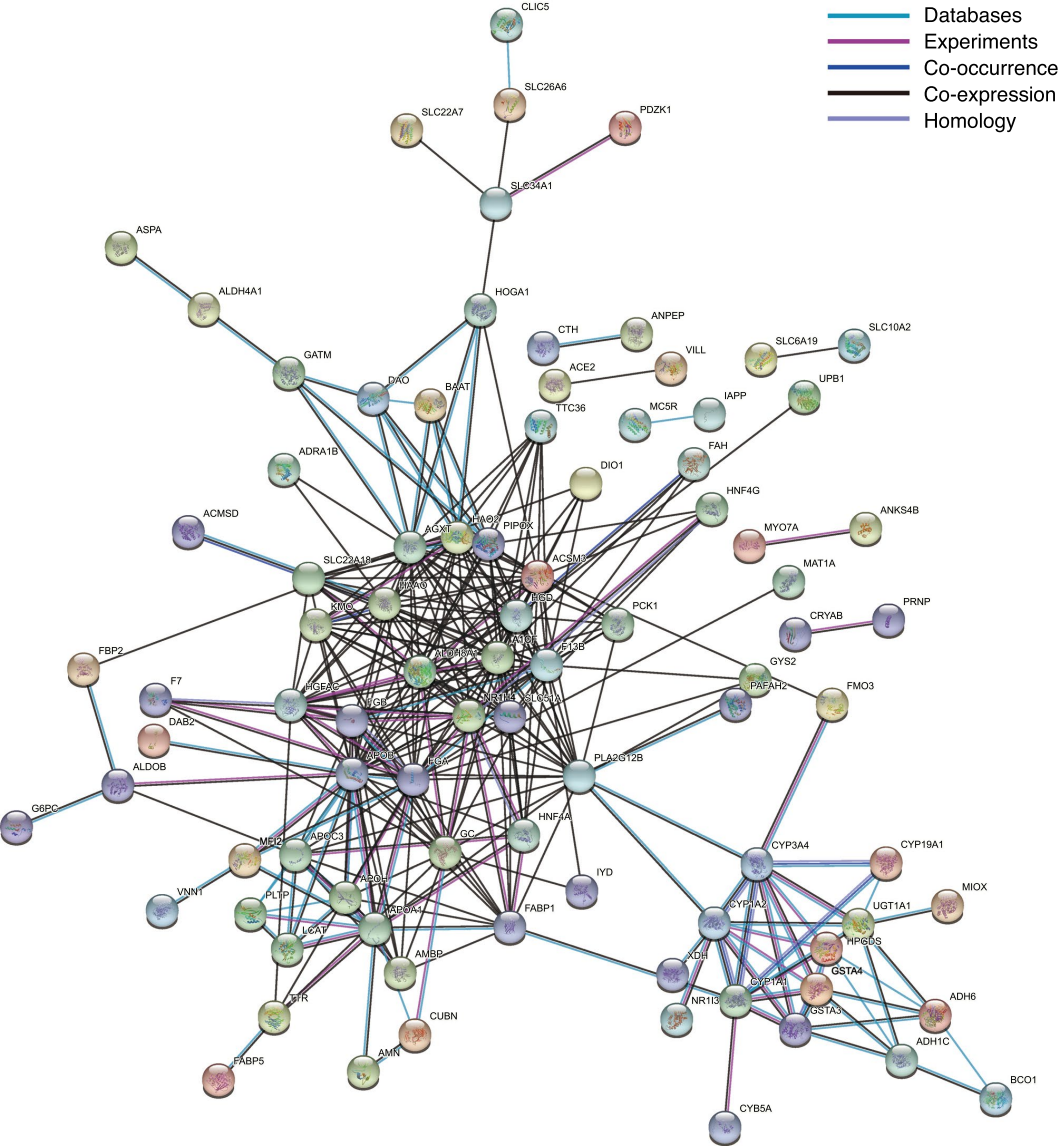
The protein–protein interaction network of female-biased genes in E6.5 chicken embryos. Nodes and edges represent protein and interaction, respectively. Different colors of edges correspond to different associations.

### Confirmation of the RNA-seq results using RT-qPCR

We examined the expression levels of several genes, including *regucalcin* (*RGN*), *cytochrome b5 type A* (*CYB5A*), *UDP glucuronosyltransferase family 1 member A1* (*UGT1A1*), *apolipoprotein A1* (*APOA1*), *hematopoietic prostaglandin D synthase* (*HPGDS*), *glycine amidinotransferase* (*GATM*), *aldolase, fructose-bisphosphate B* (*ALDOB*), and *beta-ureidopropionase* 1 (*UPB1*). These genes were included in all four major GO terms in the GO analysis: organic acid metabolic process, oxoacid metabolic process, carboxylic acid metabolic process, and small molecule metabolic process. Moreover, *RGN*, *CYB5A*, *UGT1A1*, *APOA1*, *ALDOB*, and *UPB1* were also enriched as liver-characteristic genes. 

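At E4.5, none of the 7 genes *RGN*, *CYB5A*, *UGT1A1*, *APOA1*, *HPGDS*, *GATM* and *UPB1* passed the test in the RNA-seq libraries, and their log2 fold changes ran from -2.03 to -0.04 (adjusted p = 1.00 for each, from limma). *APOA1* (chromosome 24, 5140181 to 5141930) had 73.3 and 4.79 TPM in the male libraries and 3.96 and 7.10 in the female libraries. The log2 fold change was -1.71 (standard error 1.22), and without the first male library it became 0.13. Across the 7 genes the first male library was up to 20.9 times the second. At E2.5 the log2 fold changes ran from -0.89 to 0.07, with adjusted p-values from 0.613 to 0.984. The open bars of Supplementary Fig. S1 are RT-qPCR on other pools, which were not used here.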

Although *APOA1* and *ALDOB* were also highly expressed in gPGCs derived from E4.5 female embryos, high expression levels of all genes were commonly observed in gPGCs derived from E6.5 female embryos (Supplementary Fig. S1). 

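At E6.5, 6 of the 7 genes passed both thresholds, and all 7 were higher in both female libraries than in both male libraries. The log2 fold changes ran from 3.14 for *CYB5A* to 6.64 for *APOA1*. The paper drew these genes from its own female-biased calls on the same libraries, so this agreement is expected from the selection. *RGN* (ENSGALG00000016724, chromosome 1, 131416725 to 131429820) had 49.2 ± 4.65 TPM in males and 3722 ± 3593 in females (SD, n = 2), a log2 fold change of 5.76 (standard error 0.62, adjusted p = 0.00396). *APOA1* (ENSGALG00000007114) had 10.3 ± 3.35 TPM in males and 1710 ± 1856 in females (standard error of the log2 fold change 0.76, adjusted p = 0.00592). *CYB5A* (ENSGALG00000013708, chromosome 2, 91931500 to 91942888) had 88.1 ± 2.87 and 1033 ± 953 TPM (adjusted p = 0.0343). *UGT1A1* (ENSGALG00000004196, chromosome 7, 5831611 to 5843614) had 0.910 ± 0.00101 and 172.2 ± 170.05 TPM, a log2 fold change of 6.03 (adjusted p = 0.00492). *HPGDS* (ENSGALG00000010402, chromosome 4, 37170329 to 37196424) had 3.48 ± 2.09 and 472 ± 521 TPM, a log2 fold change of 6.13 (adjusted p = 0.0118). *UPB1* (ENSGALG00000006627, chromosome 15, 8729297 to 8742998) had 2.49 ± 0.711 and 346 ± 362 TPM, a log2 fold change of 6.08 (adjusted p = 0.00709). *GATM* (ENSGALG00000023435, chromosome 10, 11349046 to 11362107) had 12.4 ± 4.02 and 253 ± 275 TPM, a log2 fold change of 3.64. It was just above the threshold for the adjusted p (0.0518, and from 0.0195 with the replicate block to 0.198 with limma-voom over the alternatives).

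The spread in females came from a difference between the pools in the same direction in all 7 genes. The second female library was 4.75 to 8.11 times the first, while the male libraries differed by at most 2.48 times. Leaving out the first or the second female library in turn, the log2 fold change of *RGN* ran from 4.56 to 6.97 and that of *APOA1* from 5.18 to 8.10.

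**Figure D2:**
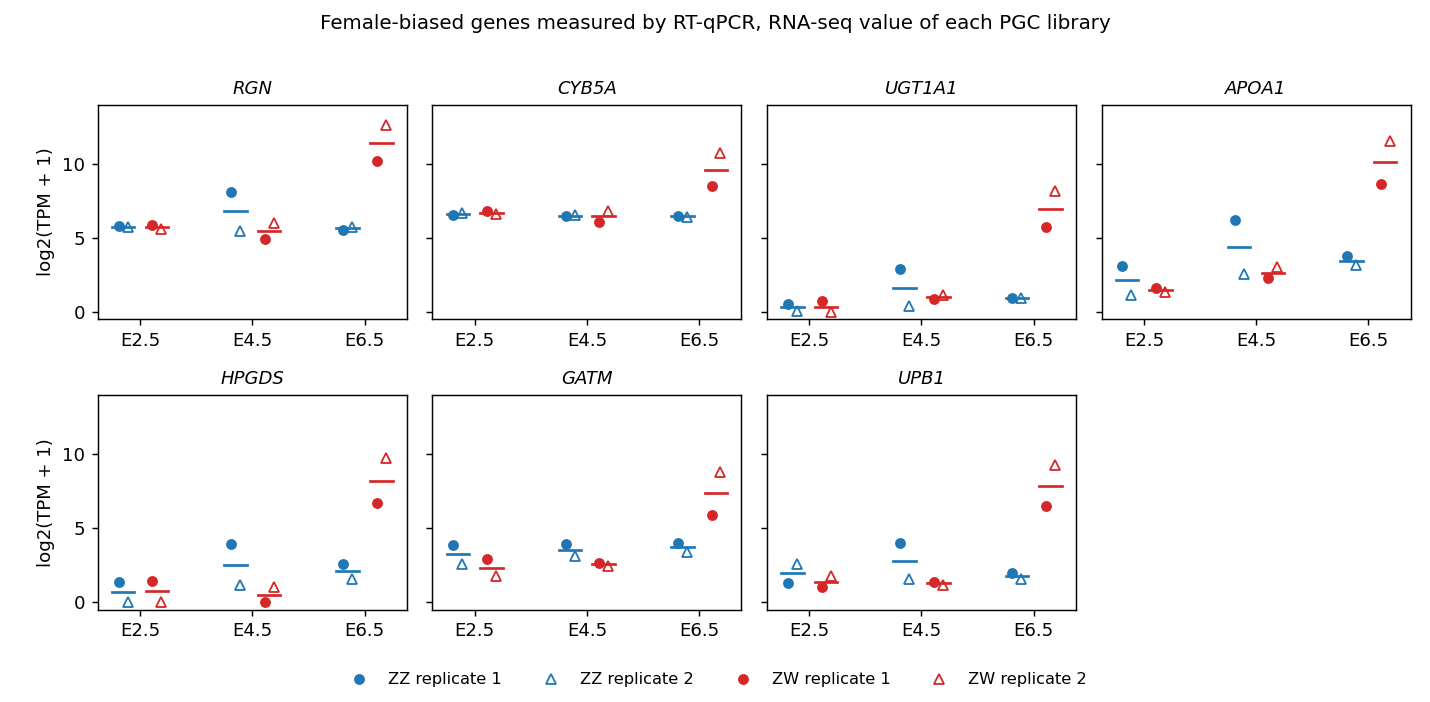
Expression as log2(TPM + 1) of the 7 genes in each library, by stage, in males (blue) and females (red). Circles are the first pool, triangles the second, and bars the mean of the 2. At E6.5 the female libraries are above the male libraries in all 7 genes, and the second female pool is above the first.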

The results of RT-qPCR corresponded to those of RNA-seq in terms of the upregulation of the candidate genes in E6.5 female gPGCs.

### RA stimulation of gPGCs in vitro

To investigate the factors involved in the upregulation of the female-biased genes in gPGCs derived from E6.5 female embryos, a stimulation test using cultured gPGCs was performed. We focused on retinoic acid (RA) as a candidate factor involved in the upregulation of these genes. RA directly induces meiosis in female germ cells during embryogenesis, and thus RA is a significant factor in the feminization of PGCs. Here, gPGCs derived from E6.5 male embryos were cultured and proliferated (Fig. 5a). Immunofluorescence revealed that the cultured gPGCs expressed CVH (Fig. 5b). Moreover, the expression of SSEA-1 was maintained in cultured gPGCs (data not shown). A stimulation test using RA was then conducted. The results of the expression analysis of the female-biased genes using RT-qPCR are shown in Fig. 5c. Several female-biased genes, including *CYB5A*, *UGT1A1*, *APOA1*, and *HPGDS*, showed upregulated expression after RA stimulation in a dose-dependent manner. Although no significance was achieved, the expression of *RGN* was also induced. In contrast, the expression of *GATM* was decreased rather than increased, but no significant difference was observed. *ALDOB* and *UPB1* were not detected in this test, irrespective of RA stimulation.

**Figure 5:**
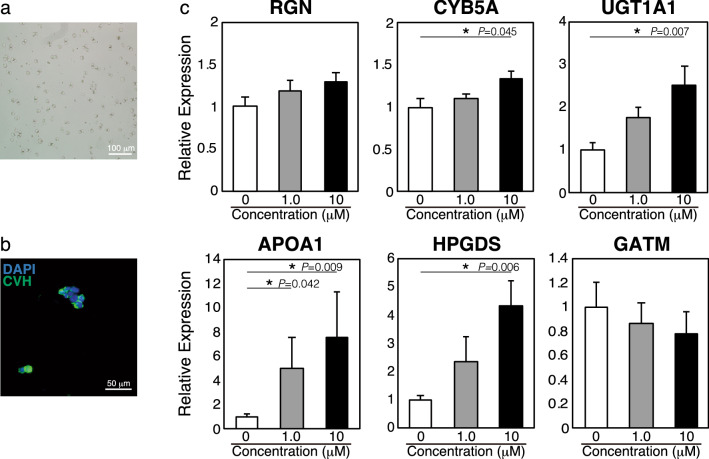
Stimulation test using RA. (**a**) The cultured and proliferated gPGCs derived from E6.5 male chicken embryos. (**b**) Immunofluorescence with an anti-CVH antibody. Counter staining was carried out with DAPI. (**c**) Expression analysis of the female-biased genes under RA stimulation. The x-axis indicates the concentration of RA. The 2^−ΔΔCt^ method was used for the calculation of relative expression levels, which were normalized using expression levels of *β-actin*. Error bars indicate SE of the mean of relative expression levels in independently cultured gPGCs derived from five individuals (*n* = 5). Significance was evaluated using Dunnett’s test. Asterisks represent significant differences (*P < 0.05).

Additionally, the expression of RA receptors, *retinoic acid receptor alpha* (*RARα*), *beta* (*RARβ*), and *gamma* (*RARγ*) were analyzed using RT-PCR to evaluate the responsibility against RA of the cultured PGCs. Although our RNA-seq results showed prominent expression of *RARβ* during these receptors (Supplementary Fig. S2a), all receptors were expressed in the cultured PGCs (Supplementary Fig. S2b). Therefore, while the expression patterns of the RA receptors might not be conserved between the PGCs in vivo and the cultured condition, the responsibility against RA was suggested.

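*RARB* (ENSGALG00000011298, chromosome 2, 37462364 to 37785654) had 32.6 ± 11.6 TPM in males and 26.0 ± 8.71 in females at E2.5 (SD, n = 2), 22.4 ± 7.81 and 22.7 ± 5.53 at E4.5, and 25.9 ± 5.07 and 26.5 ± 4.59 at E6.5. Its log2 fold changes between the sexes, -0.31, 0.04 and 0.03, were smaller than their standard errors, 0.44, 0.62 and 0.30, and the sign changed at each stage when single libraries were left out. *RARA* (ENSGALG00000037935, chromosome 27) did not exceed 2.38 TPM in any library and *RARG* (ENSGALG00000033404, chromosome 33) did not exceed 0.264 TPM. The cultured PGCs of Supplementary Fig. S2b were not analysed here.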

We further analyzed the expression of *stimulated by retinoic acid 8* (*STRA8*), a meiotic marker^23,24^, to confirm whether meiosis was induced in this stimulation test. The *STRA8* expression was unchanged under the conducted conditions (Supplementary Fig. S3). Therefore, meiosis could not be induced in the current stimulation test. Nevertheless, it is interesting that the expression of several female-biased genes was upregulated by the single stimulus of RA in the male-derived cultured PGCs.

Overall, RA can enhance the upregulation of several female-biased genes in male-derived gPGCs. Furthermore, other factors, including the cell-autonomous differentiation, might be involved in the feminization of gPGCs.

## Discussion

The objective of this study was to investigate the mechanism underlying sex determination in avian PGCs. Therefore, female-specific alterations in gene expression profiles were investigated and identified. It was observed that sex determination may occur earlier in females than in males and involve cell-autonomous and RA regulation aspects. A very recent study demonstrated the sex-differences between early embryonic PGCs (mix of E2.5 to E8.0) using transcriptome analysis^25^. However, this study did not demonstrate the timing and factors underlying sex determination. To the best of our knowledge, the current report is the first to predict the sex-determination mechanism by comparing the gene expression profiles of avian PGCs at each embryonic stage as well as by using a stimulation test.

The number of female-biased genes was higher than that of male-biased genes during early development (Fig. 2 and Table 2). Thus, the findings of this study provide an insight into the mechanism underlying female-specific sex differentiation in terms of the gene expression profiles. Interestingly, avian gonadal sex determination has the opposite effect. *DMRT1*, a candidate gene in avian gonadal sex determination that is present on the Z chromosome, is expressed in both sexes from approximately E4.5 onward. In birds, dosage compensation for the sex chromosome is incomplete^26^, and the expression levels of *DMRT1* in males are also higher than those in females, as *DMRT1* is a Z-linked gene^27^. The strong expression of *DMRT1* induces the upregulation of masculinization-related genes, such as *HEMGN* and *SOX9*, a phenomenon that results in testicular development^3^. In contrast, low expression of *DMRT1* in females results in ovarian development, including upregulation of *FOXL2*^2,4^, a transcription factor that prevents testicular development^28^. Therefore, gonadal sex determination is likely triggered by male-specific gene expression. Indeed, analysis of the gene expression profiles of chick gonads in E4.5 revealed that the number of male-biased genes was higher than that of female-biased genes^29^. Additionally, Ayers and colleagues also reported that the increase in the number of male-biased genes was larger than that of female-biased genes from E4.5 to E6.0^30^. Overall, although avian gonadal sex determination is triggered by the expression of male-specific genes, our findings suggests that in avian PGCs, sex determination proceeds predominantly in females.

We detected 21 W-linked female-biased genes, which were consistently expressed from E2.5 to E6.5 (Fig. 2b,c and supplementary Table S3). As the W-linked genes were upregulated in female cPGCs, these genes could be expressed independently of the signals from gonadal somatic cells. 

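In cPGCs at E2.5, W-linked genes together took 3934 and 4473 TPM in the female libraries, of which the first also held many hemoglobin reads, and 17.4 and 3.56 TPM in the male libraries. From the higher level in female cPGCs, which circulate before they reach the gonad, the paper proposes that W-linked genes could be expressed without signals from gonadal somatic cells.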

Among the 21 W-linked genes, some candidates were identified as potential regulators in the establishment of sexual identity. *SMAD2W* and *SMAD7B* possess the SMAD domain, which is conserved in the SMAD family. The proteins belonging to the SMAD family are highly phosphorylated in chicken PGCs, and SMAD signaling activation is essential for the in vitro proliferation of PGCs^31^. The *SMAD7B* gene was cloned in a previous study^32^. However, the functions in sex determination of SMAD7B and SMAD2W are undetermined. Conversely, HINTW is a well-analyzed W-linked candidate exhibiting characteristic strong expression patterns in female embryos^33,34^. 

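*HINTW* (ENSGALG00000035998) lies on the W chromosome from 1840623 to 1896773. In females it had 1934 ± 177 TPM at E2.5, 1472 ± 512 at E4.5 and 784.5 ± 19.4 at E6.5 (SD, n = 2), against means of 2.86, 3.83 and 6.38 TPM in males. The log2 fold changes were 9.51, 8.21 and 6.73 (standard errors 0.58, 0.49 and 0.24), with adjusted p-values of 2.02e-07, 0.0100 and 8.98e-06 from limma with Benjamini-Hochberg adjustment. The difference was larger than the spread between pools at every stage. ENSGALG00000048286, listed on the opposite strand from 1871809 to 1874957, lies inside *HINTW*, and the paper's text does not name whether reads were counted by strand. If they were not, reads of one gene could be counted for the other, so that the 2 genes need not be separate observations.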

Although HINTW overexpression did not affect gonadal masculinization^35^, its function in sex determination in PGCs remains unclear. Additionally, several candidates that potentially regulate the expression of other genes were also identified in this study. In future studies, functional analysis of W-linked genes in PGCs is warranted.

Several previous studies have also demonstrated sexual differences in chicken PGCs at the pre-gonadal stage. First, sexual bipotency was lost in cPGCs. Compared to PGC precursor cells, which are included in blastodermal cells, cPGCs hardly differentiate into gametes in the opposite sex gonads upon transplantation^10–12^. Proliferation activity of PGCs might also be different between males and females. The number of female PGCs concentrated in the intermediate mesoderm in E2.5 embryos was significantly higher than that of male PGCs^13^. Our study provides new insights into some candidates that may contribute to the gonadal differentiation-independent sex determination of PGCs.

In E6.5 embryos, female PGCs strongly showed sex-biased gene expression profiles with expressions of several metabolic processes related genes (Figs. 3, 4, and Supplementary Fig. S1). 

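The named gene with the largest log2 fold change at E6.5 was *CYP2AC1* (ENSGALG00000016690, chromosome 3, 108774929 to 108782996), at 7.36 (standard error 0.69, adjusted p = 0.00212 from limma). It had 365.8 and 2361 TPM in the female libraries, and 5.07 and 4.29 in the male libraries. *MIOX* (ENSGALG00000041965, chromosome 1, 1281583 to 1284116) had 84.8 and 604.8 TPM in the female libraries and 1.28 and 0.753 in the male libraries, a log2 fold change of 6.83 (standard error 0.75, adjusted p = 0.00445). In both genes the second female pool was far above the first.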

After gonadal sex determination, chick germ cells showed sex-specific developmental patterns. While male germ cells barely proliferate during embryonic testicular development, female germ cells exhibit high proliferating activity from at least E9.0^36,37^. Then, female germ cells undergo meiosis in E15.5. The metabolic processes of female PGCs at E6.5 may contribute to the female germ cell-specific proliferation activity. Conversely, we could not detect well-known processes or pathways related to sex determination and gametogenesis in this stage. Thus, we could not identify any direct gene or process determining sex in the chicken PGC. However, since not all of the genes annotated to date can explain the sex determination mechanism in birds, the findings of this study provide new insights that are needed to elucidate this mechanism.

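At E6.5, *CYP19A1* (ENSGALG00000013294, chromosome 10), the aromatase gene, had 29 and 45 reads in the female libraries (0.981 and 1.63 TPM) and 0 in the male libraries, which put it below the filter for testing. Set against 3 reads, it was at least 11.9-fold higher in females. *AMH* (ENSGALG00000036346, chromosome 28) had 5.60 and 2.37 TPM in the male libraries and 0.0466 and 0 in the female libraries. Its log2 fold change was -2.21 (standard error 0.46, adjusted p = 0.0518 from limma, and from 0.0384 with the replicate block to 0.138 with limma-voom over the alternatives), and set against 3 reads it was at least 27.6-fold higher in males. *SOX9* (ENSGALG00000004386, chromosome 18) had a log2 fold change of -0.65 (standard error 0.44, adjusted p = 0.563). *FOXL2* (chromosome 9) and *FOXL3* (chromosome 14) did not exceed 0.414 and 0.306 TPM in any library of the 3 stages, and a difference between the sexes was not detectable at this depth.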

Previous studies have demonstrated the activation of several metabolic processes in PGCs. Prostaglandin D_2_ (PGD_2_), which is synthesized by HPGDS and lipocalin-type prostaglandin D synthase (LPGDS), is produced in murine testicular PGCs and is related to sex differentiation in these cells^38^. Calcium (Ca^2+^) homeostasis also contributes to gametogenesis. RGN is a Ca^2+^-binding protein and is involved in the regulation of several enzymatic activities, such as cell proliferation and apoptosis. Previously studied as a characteristic factor of the liver and kidney^39,40^, RGN is also expressed in mammalian testes, including germ cells, and is likely related to spermatogenesis^41,42^. Furthermore, since murine early embryonic PGCs exhibit high glycolytic activity^43^, the contribution of the glycolytic pathway, including activity of ALDOB, to the development of these pathways is likely. Additionally, gene profiling analyses comparing chick gPGCs and blastoderms under mixed-sex conditions revealed upregulation of *APOA1*, *RGN*, and nucleotide metabolism-related genes, including *UPB1*, in the gPGCs^44,45^. Our study provides new evidence that suggests that the activation of these metabolic process-related genes is a characteristic feature of female gPGCs, at least during the early developmental stage.

Although our result showed female-specific potential pathways and processes, Rengaraj et al. reported many male-biased genes via transcriptome analysis using PGCs collected from early embryos (E2.5-E8) in a very recent study^25^. These differences may be caused by molecular markers used in purifying the PGCs. We sorted the PGCs through FACS targeting SSEA-1, while Rengaraj et al. isolated PGCs using genome-edited chickens fluorescently labeled with deleted in azoospermia like (DAZL), a pan-germ cell marker. Although SSEA-1 has been used as a marker of the PGCs^17,46–48^, recent studies have showed the existence of SSEA-1-negative PGCs^49^. Thus, this can reflect the differences in gene expression profiles. Interestingly, while the SSEA-1-positive PGCs at least possess a germline transmission^47^, the effect of SSEA-1 expression on germ cell development remains unknown. Thus, we believe that the results of this study and the report of Rengaraj et al. will provide important insights into the association between SSEA-1 expression and sex determination.

DMRT1 plays an essential role in germ cell sex determination in tilapia^50^. Since DMRT1 significantly contributes to testis development in chickens^2–4^, that contribution to sex determination of PGCs was expected. However, this study provided no data suggesting the relationship between DMRT1 and the sex determination of PGCs. 

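*DMRT1* (ENSGALG00000010160) lies on the Z chromosome from 25949442 to 26005324. Its TPM was 8.34 ± 2.64 in males and 4.48 ± 1.90 in females at E2.5 (SD, n = 2), 31.3 ± 31.2 and 19.2 ± 15.1 at E4.5, and 17.0 ± 5.29 and 8.32 ± 0.993 at E6.5. The log2 fold changes were -0.78, -0.46 and -0.92 (standard errors 0.60, 1.00 and 0.34), with adjusted p-values of 0.628, 1.00 and 0.257 from limma. Both male libraries were above both female libraries at E2.5 and E6.5. At E4.5 the log2 fold change ran from -1.67 to 0.75 when each library was left out in turn. The male library was above the female library of the same number in both pairs of E4.5, 53.3 against 29.8 TPM and 9.20 against 8.49, and with the replicate block the standard error was 0.33 (adjusted p = 0.713). Over all Z-linked genes, males exceeded females by a median of 1.75-fold at E2.5, 1.84-fold at E4.5 and 1.80-fold at E6.5 relative to autosomal genes.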

In a previous study, sex-biased expression of *DMRT1* was observed in the germ cells of female chick embryos at E16, which corresponds to the meiotic stage^25^. Therefore, DMRT1 may play an essential role in germ cell development even later than the embryonic stages we evaluated in this study.

Stimulation of male PGCs obtained from the gonads of E6.5 embryos with RA in vitro resulted in the upregulation of several female-biased genes (Fig. 5). RA is a major factor inducing feminization in embryonic germ cells. In female chick germ cells at E12.5, RA induces the expression of STRA8, resulting in meiosis at E15.5. In this study, *STRA8* expression was not induced in the stimulation test (Supplementary Fig. S3), suggesting that this test is insufficient in inducing meiosis in vitro. To induce meiosis in mammalian PGC-like cells (PGCLCs), it is necessary to differentiate the PGCLCs as late PGC-like features and stimulate them with RA as well as bone morphogenetic proteins (BMPs)^51^. Therefore, to induce meiosis in chick PGCs, further study will be needed to establish a novel culture condition. Nevertheless, our findings suggest that RA also regulates the upregulation of several female-biased genes in female PGCs at E6.5 before *STRA8* expression. To confirm this hypothesis, RA expression and function during gonadal sex determination should be analyzed in vivo in subsequent studies.

In this study, PGCs cultured and proliferated for two months were used owing to the limitated number of primary PGCs that can be harvested from an embryo. Therefore, the PGCs used in the stimulation test were maintained in an environment different from that required by PGCs in vivo. Nevertheless, in our previous study^52^, we have successfully produced offspring from PGCs cultured in the same condition. Further, the cultured PGCs and in vivo PGCs expressed CVH (Fig. 1c and 5b) and *RARβ* (Supplementary Fig. S2). While there was a difference in terms of the expression pattern of RA receptors in PGCs between in vitro and in vivo, we have considered that these cultured PGCs meet the minimum requirement for assessing the RA function.

RA-independent regulatory factors could also be involved in the feminization of chicken PGCs because RA had no effect on the expression of *GATM* and *RGN* (Fig. 5). As an RA-independent regulatory factor, sexual differences in DNA methylation patterns were predicted. A previous study demonstrated that the methylation in *GATM* gene is significantly higher in E6.0 male gPGCs than that in female gPGCs^53^. This is consistent with our findings that RA stimulation could not induce *GATM* expression in male gPGCs obtained from embryos at E6.5. Additionally, this also suggests cell-autonomous sex differentiation in PGCs after gonadal sex determination.

Overall, we successfully detected the sex-biased genes, mainly female-biased genes, in chick PGCs during early embryonic stages and predicted female-specific potential processes and pathways in the stages. However, whether the predicted processes and pathways contribute to the feminization of PGCs remain unclear. Therefore, further investigations are warranted to conclusively establish the functional correlations between the female-biased genes and the sex determination of PGCs. Since 2014, an effective strategy to produce genetically modified chickens using genome editing tools is being extensively used^54^. This protocol is also used for basic research regarding germ cell development^55^. Further studies and functional analyses of genetic modifications may identify the key molecule(s), which induce(s) feminization of chick PGCs, among the female-biased genes.

## Methods

### Experimental animals

Fertilized eggs of white Leghorn were purchased from Akita foods (Fukuyama, Japan) and used for PGC collection from blood and gonads. All animal care and use protocols in this study were conducted in accordance with the animal experimentation guidelines of the Hiroshima University Animal Research Committee (approved protocol ID: C21-45–2) and the ARRIVE guidelines.

### Sample preparation using flow cytometry

Male and female PGCs were isolated from the blood of E2.5 embryos and from the gonads of E4.5 and E6.5 embryos using FACS. Fertilized eggs were incubated at 37 °C under 50–60% relative humidity. Collected gonad cells were dissociated using TrypLE™ Express Enzyme (Thermo Fisher Scientific, Carlsbad, CA, USA). The gonad cells and blood cells were incubated with anti-stage-specific embryonic antigen-1 (SSEA-1) antibody (sc-2170; Santa Cruz Biotechnology, Dallas, TX, USA) diluted with wash buffer (0.5% BSA and 0.1% NaN_3_-PBS) at 1:100 for 1 h on ice. After washing with the washing buffer, the secondary antibody reaction was conducted using FITC Rat anti-mouse IgM antibody (553,408; BD Biosciences, Franklin Lakes, NJ, USA) at 1:200 dilution for 30 min on ice. After washing, the samples were incubated with propidium iodide to detect the dead cells. Then the SSEA-1 positive cells were sorted using Cell Sorter MA900 (Sony Biotechnology, San Jose, CA, USA). The sex of each embryo was confirmed using the patterns of *chromatin-helicase DNA-binding protein-1* (CHD1) fragment bands obtained through PCR^56^. Genomic DNA was purified from a small section of embryos using SimplePrep™ reagent for DNA (TaKaRa Bio, Kusatsu, Japan).

### Immunofluorescence

The purity of the sorted cells was confirmed using immunofluorescence with an anti-CVH mouse monoclonal antibody^57^. First, the sorted cells were adhered to slides with Smear Gell (GenoStaff, Tokyo, Japan) according to the manufacturer’s instructions. Subsequently, the adhered cells were fixed with 4% paraformaldehyde in PBS for 30 min at room temperature (approximetry 20 °C). After washing with 0.1% BSA-PBS, the adhered cells were incubated with 0.1% Tween-20. Subsequently, they were blocked with 3% BSA, and then the primary antibody reaction using hybridoma supernatant containing the anti-CVH antibody, which was diluted 1:1 with 2% BSA-PBS, was performed for 40 min at 37 °C. Next, the cells were washed, and the secondary antibody reaction was performed using goat anti-mouse IgG (H + L) (Alexa Fluor Plus 555; Invitrogen, Waltham, MA, USA) at 1:200 dilution with 1% BSA-PBS for 40 min at 37 °C. Finally, nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) in VECTASHIELD Mounting Medium (Vector Laboratories Inc., Burlingame, CA, USA) after washing. They were observed under a fluorescence microscope (BX53; Olympus, Tokyo, Japan) and photographed with a DP74 camera (Olympus, Tokyo, Japan).

Furthermore, cultured male PGCs obtained from the gonads of E6.5 embryos were centrifuged and fixed in 4% paraformaldehyde prepared in PBS for 30 min at room temperature (approximetry 20 °C) after washing. Immunofluorescence was performed using the same procedure as described above until primary antibody probing. After washing, incubation with the secondary antibody was performed using goat anti-mouse IgG (H + L) (Alexa Fluor Plus 488; Invitrogen) under the same conditions as described above. The samples were then washed and mounted on glass slides using VECTASHIELD Mounting Medium and observed under a fluorescence microscope.

### RNA-seq and bioinformatic analyses

Two pools of sorted PGCs from to 6–14 individuals of each sex and stage were used as templates. Since the yield of total RNA was very low, cDNA libraries were prepared using SMART-seq v4 Ultra Low Input RNA Kit for Sequencing (TaKaRa Bio), which is based on the SMART-seq2 method^58^. Then Nextera XT DNA Library Preparation Kit (Illumina Inc., San Diego, CA, USA) was used to make cDNA libraries suitable for Illumina sequencing. These were analyzed using the Hiseq system (Illumina Inc.) with 150 bp paired-end sequencing.

The quality of the sequencing results was assessed using FastQC (ver. 0.11.9). Trimming and quality filtering of the raw reads were performed using Trimmomatic (ver. 0.39)^59^ as well as Trim Galore (ver. 0.6.6) with Cutadapt (ver. 3.1)^60^ software. The trimmed and filtered reads were mapped to the chicken reference genome (GRCg6a) using STAR (ver. 2.7.3a)^61^. The uniquely mapped reads in each gene were counted using the featureCounts tool (ver. 2.0.1)^62^. Detection of sex-biased genes was performed using the DE-seq2 tool (ver. 1.20.0)^63^. MA-plots were created using the Bokeh visualization library (ver. 2.3.2). Then, GO and KEGG pathway analyses were performed using the g:Profiler online tool^64^. Finally, tissue or cell-specificity was characterized using the Metascape online tool^65^.

### RT-qPCR and RT-PCR

To confirm the results of RNA-seq, RT-qPCR analysis was conducted. In this analysis, whole transcriptome amplification was performed using the QuantiTect Whole Transcriptome Kit (QIAGEN, Venlo, Netherlands) against total RNA from new pools of sorted PGCs from 45–70 embryos of each stage and sex. To remove any bias in the whole transcriptome amplification reaction, the reaction was performed in triplicate for each stage and sex (*n* = 3). The synthesized cDNA was then used for RT-qPCR using a StepOne real-time PCR system (Applied Biosystems, Waltham, MA, USA) with the KOD SYBR qPCR Mix (Toyobo Co. Ltd., Osaka, Japan). For the stable PCR reaction, a total of 0–10% concentration of dimethyl sulfoxide was used. The primers used for this analysis are listed in supplementary Table S5. The RT-qPCR conditions were as follows: 40 cycles of 98 °C for 10 s, 60–65 °C for 10 s, and 68 °C for 30 s. Melting curve analysis was performed after this amplification stage in three steps, 95 °C for 15 s, 60 °C for 1 min, and 95 °C for 15 s.

Gene expression analysis of cultured PGCs stimulated with RA was also conducted using RT-qPCR. Total RNA was purified using the RNeasy Micro Kit (QIAGEN). For cDNA synthesis, SuperScript IV reverse transcriptase (Thermo Fisher Scientific) was used against 100 ng of total RNA. The RT-qPCR reaction was also performed using the StepOne real-time PCR system (Applied Biosystems) with the KOD SYBR qPCR Mix (Toyobo Co. Ltd.), and the primers used in this reaction are shown in supplementary Table S6. The RT-qPCR conditions were as follows: 40 cycles of 98 °C for 10 s, 60–64 °C for 10 s, and 68 °C for 30 s, followed by melt curve analysis under the same conditions described above.

Relative expression scores were calculated using the ΔΔCt method^66^. The scores of each target were normalized to those of GAPDH or *β*-actin.

RT-PCR was conducted to confirm the expression of the RA receptors, *RARα*, *RARβ*, and *RARγ*. RT-PCR was performed using KOD One® PCR Master Mix (Toyobo Co. Ltd.) under the following conditions: 35 cycles of 98 °C for ten seconds, 60 °C (*RARα*) or 64 °C (*RARβ*, and *RARγ*) for five seconds, and 68 °C for one second. Primers for *RARα* and *RARγ* amplification were designed in this study as follows: forward, 5′-AGACGGAGTGCTCGGAGAGT-3′ and reverse, 5′-GGCGAACTCCACCGTCTTGA-3′ (*RARα*), and forward, 5′-GTGCGCAATGACCGCAATAA-3′ and reverse, 5′-ACAGTGAGGGGAAGGTCTCC-3′ (*RARγ*). Conversely, to amplify the *RARβ* fragments, two primers were designed according to a previous study^67^: forward, 5′-GTGTCAGTGCTTGTGAGGGA-3′ and reverse, 5′-TGCAGTACTGGCAGCGATTT-3′. The cDNA obtained from the negative controls (described below) was used as a template.

### Cell culture and stimulation test

Male PGCs sorted from the gonads of each E6.5 embryo were cultured in the culture medium as described in our previous study^52^, with some modifications. Briefly, KnockOut DMEM (Thermo Fisher Scientific) was supplemented with 1% chicken serum (Thermo Fisher Scientific), 1 × B-27 Supplement Minus Vitamin A (Thermo Fisher Scientific), 2 mM GlutaMAX™ (Thermo Fisher Scientific), 1 × EmbryoMAX nucleosides (Merck, Darmstadt, Germany), 1 × MEM Non-Essential Amino Acids Solution (Thermo Fisher Scientific), 1 × antibiotic–antimycotic mixed stock solution (Nacalai Tesque, Kyoto, Japan), 0.5 mM monothioglycerol (FUJIFILM Wako Pure Chemical Co., Osaka, Japan), 1 × sodium pyruvate, 10 ng/mL human FGF2 (PeproTech Inc., Rocky Hill, NJ, USA), 1 unit/mL heparin (Merck), 0.2 μM H1152 (FUJIFILM Wako Pure Chemical Co.,), and 0.2 μM Blebbistatin (FUJIFILM Wako Pure Chemical Co.,). The sorted PGCs were cultured at 38 °C with 5% CO_2_ and 3% O_2_ and subcultured every 2–3 days. Cultured PGCs were observed using an inverted microscope (IX71; Olympus) and photographed with an Olympus DP70 camera (Olympus).

Since the number of PGCs isolated from male E6.5 gonads was very low, the PGCs were cultured and proliferated for approximately two months. These were then used for stimulation tests using RA. In this stimulation test, PGCs derived from five individuals and cultured independently were used (*n* = 5). Male PGCs, which were seeded at 2.5 × 10^4^ cells in a 35-mm dish and cultured for 24 h, were stimulated with all-trans-Retinoic acid (R2625; Merck) at a dose of 1 or 10 μM for 24 h. To prepare the RA-containing PGC medium, RA powder was first dissolved in 99.5% EtOH at a concentration of 5 mM. The RA solution was then diluted with culture medium. As a negative control, the cultured PGCs were stimulated with EtOH.

### Statistical analysis

Statistical analyses for the RT-qPCR experiments were performed using Dunnett's test (two-tailed) to evaluate the differences between the negative controls and RA-stimulated samples using R software (ver. 3.6.3). *P* < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

All RNA-seq datasets are publicly available at Gene Expression Omnibus under accession number GSE188689.

# Supplementary material for: Prediction of sex-determination mechanisms in avian primordial germ cells using RNA-seq analysis
**Source:** Sci Rep. 2022 Aug 17;12:13528. doi: 10.1038/s41598-022-17726-7
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Prediction of sex-determination mechanisms in avian primordial germ cells using RNA-seq analysis

Kennosuke Ichikawa<sup>1\*</sup>, Yoshiaki Nakamura<sup>2</sup>, Hidemasa Bono<sup>2</sup>, Ryo Ezaki<sup>2</sup>, Mei Matsuzaki<sup>2</sup>, & Hiroyuki Horiuchi<sup>1,2</sup>

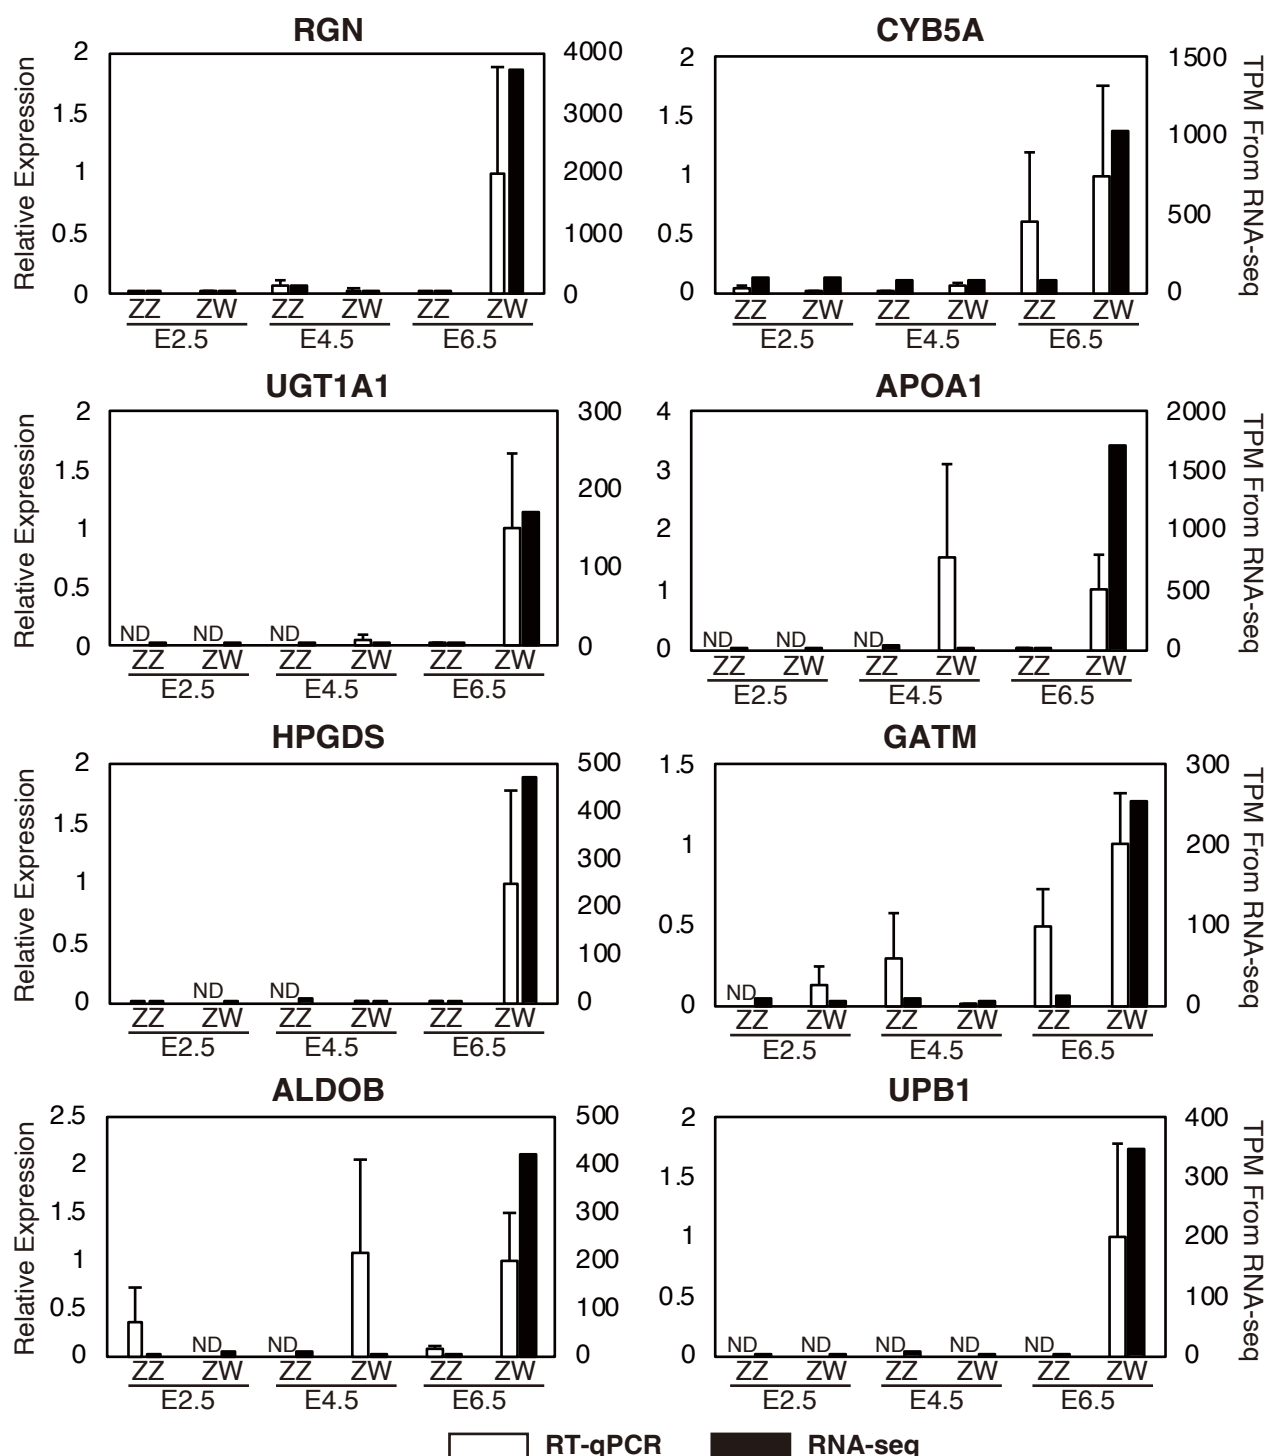

Supplementary Figure S1. Expression analysis of the female-biased genes detected in E6.5 chicken embryos using RT-qPCR. The left y-axis indicates the score of RT-qPCR. The right y-axis indicates the average scores of TPM from two biological replicates. Open and closed bars indicate the results of RT-qPCR and RNA-seq, respectively. The  $2^{-\Delta\Delta C_t}$  method was used for the calculation of relative expression levels, which were normalized using levels of GAPDH. Error bars indicate SE of triplicates ( $n = 3$ ). ND means not detected.

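The right axis of Supplementary Fig. S1 averages 2 libraries per stage and sex and shows no spread between them. In TPM, the reads on a gene are divided by its length and by the total of all such values in the library, so that a rise in a few abundant genes lowers every other gene. The left axis is RT-qPCR, in which each gene is set against *GAPDH*, and the bars of the 2 assays do not share a unit.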

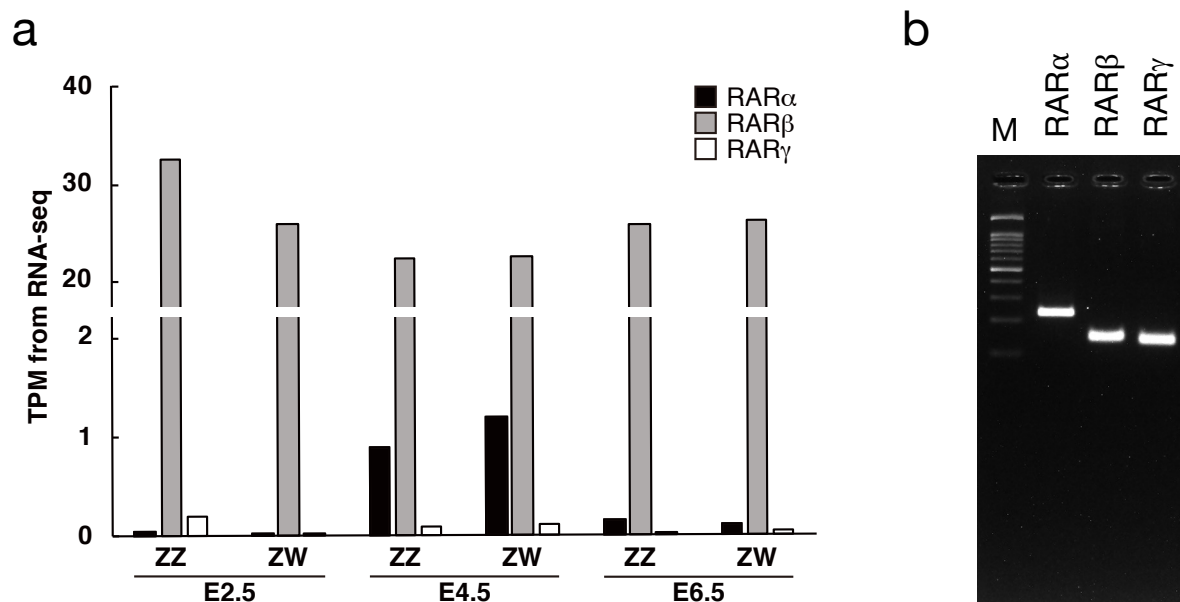

Supplementary Figure S2. Evaluation of the expressions of Retinoic acid receptors (RARs). (a) The expression levels of RAR $\alpha$ , RAR $\beta$ , and RAR $\gamma$ , determined by RNA-seq analysis in TPM units in each sex and developmental stage. (b) Gel electrophoresis of the RT-PCR fragments. The predicted sizes of the fragments are 217, 129, and 133 bp, respectively. M, 100 bp marker.

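Panel a plots the same TPM values as were analysed here for the RA receptors, as averages of the libraries of each stage and sex. Panel b shows RT-PCR products on a gel, which tell whether a transcript was amplified and give no level that could be set against TPM.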

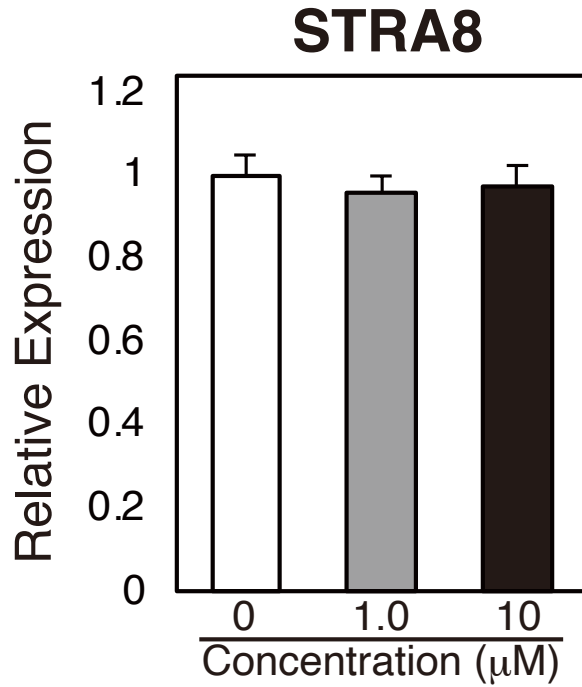

Supplementary Figure S3. Expression analysis of *STRA8* under RA stimulation. The x-axis indicates the concentration of RA. The  $2^{-\Delta\Delta C_t}$  method was used for the calculation of relative expression levels, which were normalized using expression levels of *β-actin*. Error bars indicate SE of the mean of relative expression levels in independently cultured gPGCs derived from five individuals (n = 5).

How the deposited data were processed for this re-analysis (not part of the article)

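RNA-seq of PGCs sorted for SSEA-1 was analysed in 12 libraries, 2 pools of 6 to 14 embryos for each of 2 sexes at E2.5, E4.5 and E6.5. The authors trimmed reads with Trimmomatic and with Trim Galore and Cutadapt, mapped them to GRCg6a with STAR, and counted uniquely mapped reads per gene with featureCounts. The authors deposited TPM for 24356 genes, one column per library, together with each gene's length in bases, position, name and type. Every column sums to 1000000. The step from counts to TPM is not described in the paper's methods. The values multiplied by the deposited gene length were whole multiples of a single step in 100% of the low values checked in each library, and the read counts behind the TPM were recovered from this step. Gene lengths ran from 12 to 25998 bases. The sequencing reads themselves were not used here.

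The reads recovered on genes were 12099377 and 13749166 in the E2.5 male libraries and 10546302 and 9115332 in the E2.5 female libraries. At E4.5 they were 7566925 and 11110477 in males and 7185031 and 11591522 in females, and at E6.5 10670757 and 13671015 in males and 13633720 and 12139052 in females. A fold against a sex whose libraries all had 3 reads or fewer was computed against 3 reads and is given as a lower bound.

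Sexes were compared within each stage on its 4 libraries with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(TPM + 1). Genes with 1 TPM or more in at least 2 of the 4 libraries were tested. Sex-biased genes had a log2 fold change of 3 or more in size and a Benjamini-Hochberg adjusted p under 0.05. The sexes' differences were compared between stages as an interaction term on all 12 libraries, and stages were compared within each sex on 4 libraries. Since the groups hold 2 libraries each, no exact permutation test can reach 0.05 (the smallest two-sided p is 0.333), and no other split of the samples was counted. The pairing of pools for the replicate block comes from the replicate numbers in the sample labels. The paper does not say that same-numbered pools were sorted or prepared together, and the correlation of deviations of same-numbered pools was computed to check this.

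The tests, thresholds, marker gene lists and alternatives were set before the data were examined, apart from those said to be chosen after seeing the data. The alternatives were a pseudocount of 0.1, no filter on low values, a filter at a mean of 5 TPM, median-of-ratios scaling, the replicate number as a block, limma-voom on the recovered reads, all 12 libraries in one fit, a log2 fold threshold of 1, and each replicate left out in turn by the fold threshold alone. Marker lists were placed among 10000 random gene sets of the same size and of like expression, and a list with under 80% of its genes in the table was not used to decide. The Z-linked ratio used genes with a mean of 5 TPM or more. Confidence intervals of shares are Wilson intervals at 95%. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

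The genes named in the text were chosen by a rule set at the same time: every gene that the paper names and the table holds, the genes of Table S3, the male-biased genes of Table S2, *AMH*, the 5 genes with the largest change per stage and direction among those that passed and did not overlap between the sexes, and the marker genes. *HEMGN* was not found among the table's gene names. Some results are not reported here. Chromosome positions are those of the deposited table.

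The procedure was tested on simulated data with the depths and expression of these libraries, in which 200 genes were changed by 4 on the log2 scale. With 2 libraries per group and a dispersion of 0.02 or 0.1, limma on log2(TPM + 1) called 196 and 188 of them and none of the unchanged genes. At an adjusted p under 0.05 without the fold threshold, 33 and 18 unchanged genes passed, and 105 and 49 with the replicate block. FACS purity, RT-qPCR, the STRING network and the RA stimulation tests were not analysed here. GO and KEGG enrichment was not recomputed, since GO terms are given for 8.85% of the genes in the table.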

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

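In this part, the tests of the second kidney tubule list, of differences between the 2 female pools of E6.5 in marker genes, of depth, of a few abundant genes, of gene length, of the red blood cell list, of same-numbered E4.5 pools and of the choice of expression level for the Z-linked ratio were chosen only after the result was seen.

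The sex difference changed between E4.5 and E6.5 in 16 genes when the replicate number was a block within stages, and in 0 genes without the block, where 503 genes had an unadjusted p under 0.05. It drew attention because the effect of sex differed between stages in a test of that difference. Of the 16 genes, 15 had a larger female excess at E6.5, and these 15 are in the paper's list of E6.5 female-biased genes. The exception was *gga-mir-202*, which changed by -5.56. The largest change was that of *CYP2AC1*, 8.96 on the log2 scale. The adjusted p-values from limma lay between 0.0481 and 0.0488 with the block and between 0.0669 and 0.141 without it, and a pseudocount of 0.1, no filter, a filter at a mean of 5 TPM, median-of-ratios scaling and limma-voom each gave 0 genes, with 518, 716, 223, 551 and 414 at an unadjusted p under 0.05. The block matters where same-numbered pools share a shift. Across all genes tested, the correlation of their deviations at E4.5 was 0.670. In the 16 genes themselves a shift shared by the E4.5 pools was not borne out, since 5 of them (31.25%) moved the same way between the pools in both sexes. What made the test gain in these genes is therefore open. The mean at E4.5 was lower in females for 14 of the 16 genes.

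Genes known from kidney tubule but outside the paper's list were higher in the second E6.5 female pool. This lies in genes that the paper does not discuss. The first kidney list had only 78.6% of its genes in the table, short of the share set beforehand, so it was not used to decide. Over both E6.5 female pools its median log2 fold change was 0.85, at the 100th percentile of random gene sets. In this comparison 7 of its genes were higher and 4 lower. For the second female pool over the first the median was 1.30, also at the 100th percentile, with 10 higher and 1 lower. For the first female pool over the male pools it was 0.17, at the 89.3 percentile, within the range of random sets. A second list had 15 of its 17 genes in the table. Its median log2 fold change over both female pools was 0.17, at the 98.3 percentile. The same list stood at the 99.7 percentile at E2.5, where the PGCs came from blood, so that the list does not point to kidney alone. Liver markers outside the paper's list stood at 64.1.

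These markers bear on the 282 autosomal genes that the paper lists as female-biased at E6.5. Of these, 96.5% were more than 2-fold higher in the second female pool than in the first, so that a single pool carries most of the signal. Within females, the second kidney list stood at the 97.8 percentile for the second pool over the first, and the germ cell markers at 0.05, with a median log2 ratio of -0.53. Both would be seen with more RNA from other cells and fewer germ cells in the second female pool. Other cell types were not raised beyond random sets in this comparison, with gonadal somatic cells at 31.3, endothelium at 6.76 and liver at 89.0. The mesenchyme list had a median of 0 there, so its position decides nothing. Against kidney tubule as the source, *SLC12A1* had 52.7 TPM in the first male pool and 41.1 in the second female pool, and *BSND* 4.50 and 5.94, while the 282 genes took 0.0562% and 3.92% of TPM in these pools. In the first female pool over the male pools, the second kidney list stood at 65.0, with 6 genes higher and 7 lower. This position decides nothing, since the median there was 0 and ties set it. Germ cell markers over both female pools stood at 5.07 against the males, which does not pass the lower limit of 2.5. In the second female pool over the male pools, these markers stood at 1.08, and at 2.99 without those on Z, and the second kidney list at 99.4. The position of 98.3 and that of 97.8 are only just past the upper limit. Without the paper's own list and with each pair of pools counted once, 150 positions were computed over 10 lists, of which 15 were above the upper limit and 16 below the lower limit. Lists share genes and contrasts share libraries, so that these are not separate tests. Of other technical sources, only depth, a few abundant genes and gene length were tested, and these were not borne out. Depth differed by a factor of 1.06 between the sexes, the median log2 fold change of all genes was -0.0788, and Spearman's rho of log2 fold change with gene length was -0.0562 across genes. Median-of-ratios scaling lowered the number of female-biased genes at E6.5 from 137 to 58. The biological explanation is the sex of the gPGCs at E6.5. The paper's RT-qPCR, made on other pools, also found the genes it measured higher in E6.5 females, which speaks for a difference beyond the pools used here. Its replicates were repeats of the amplification reaction and show no spread between pools. It too was made on sorted cells, so that it cannot tell RNA of germ cells from RNA of other cells. RNA from other cells in the second female pool remains as a candidate explanation for part of the signal, and the sex difference cannot be told apart from it with 2 pools. That all 282 genes were higher in both female pools, with a median log2 ratio of 1.81 for the first pool over the male pools, shows no stability, since the list was drawn from these data.

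Z-linked genes were higher in males than in females. The paper notes that dosage compensation is incomplete in birds but gives no value for Z-linked genes as a group. Relative to autosomal genes, the median log2 ratio of males over females was 0.81 at E2.5, 0.88 at E4.5 and 0.85 at E6.5, over 453, 437 and 435 genes. At each stage it was above all 10000 random sets of autosomal genes. The SD over single libraries was 0.062, 0.331 and 0.0559. Swapped labels do not account for it, since the lowest W-linked total of a female library was 107 times the highest of a male library. Nor does expression level, since the random sets were matched on it and the lowest percentile among the stages was 100. Other technical sources were not tested. The values are in line with incomplete dosage compensation of the Z chromosome in PGCs, which the paper states for birds in general and which remains a hypothesis here.

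Hemoglobin genes took 16.5% of TPM in the first female library of E2.5, against 0.257% in the second and 4.45% and 1.59% in the male libraries. The paper does not report on these genes. A list of other red blood cell genes, with 19 of its 21 genes in the table, stood at the 100th percentile for the first female pool over the second, with a median log2 ratio of 0.86. In males the first pool over the second stood at 95.3, within the range of random sets. Red blood cells or their RNA in the first female pool, which was sorted from blood, is the candidate explanation that remains. The sex of the pool alone does not account for it, since the second female pool had the lowest share of the 4.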

How the results depend on the processing

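Of the alternatives, the crossed replicate block and limma-voom on named genes were chosen after seeing the data. None was left unrun. For the results below that moved or reversed, the cause was not tested.

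Counts within 1.5 times the reported one are not listed. Without a filter on low values, female-biased genes were 10 at E2.5 and 9 at E6.5, all on W, male-biased genes 0 at E2.5 (3 with the fold and an unadjusted p under 0.05) and 1 at E6.5, the autosomal share 0%, and genes changed in females from E4.5 to E6.5 were 0 (174 with the fold and an unadjusted p under 0.05). With limma-voom on recovered reads, female-biased genes were 0 at E4.5 (27) and 11 at E6.5, all 11 on W, male-biased genes 0 at E2.5 (63) and 1 at E6.5, W-linked genes 0 at E4.5 (23) and 0 common to all stages (22), the autosomal share 0%, and genes changed in females from E4.5 to E6.5 were 0 (361). The numbers in parentheses count genes with the fold and an unadjusted p under 0.05. With median-of-ratios scaling, female-biased genes were 1 at E4.5, on W and common to all stages, and 58 at E6.5, male-biased genes 1 at E2.5, the autosomal share 65.5% and genes changed in females from E4.5 to E6.5 were 0 (180). Of the 137 female-biased genes at E6.5, 56 were also among the 58 found with this scaling, which moved the median of all genes from -0.08 to 0.02 at E6.5 and from -0.34 to -0.02 at E2.5. The share of females among genes with an adjusted p under 0.05 went from 63.1% to 83.8% at E6.5 and from 76.7% to 92.9% at E2.5.

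With the replicate block, female-biased genes at E4.5 were 20, all on W, with 18 W-linked genes common to all stages. The interaction of E6.5 against E4.5 gave 16 genes. Genes changed from E4.5 to E6.5 were 177 in females, where the pairing check was 0.013, and 6 in males. From E2.5 to E4.5 the block gave 6 in females (9 with the crossed block) and 17 in males, where the check was 0.058. With all 12 libraries in one fit, female-biased genes at E4.5 were 20, all on W, with 18 common to all stages, and male-biased genes 0 at E2.5 (3) and 1 at E6.5. A pseudocount of 0.1 gave 1 male-biased gene at E2.5 and 8 at E6.5. A filter at a mean of 5 TPM gave 2 male-biased genes at E6.5. A log2 fold threshold of 1 gave 7 and 92 male-biased genes at E2.5 and E6.5. Male-biased genes at E4.5 were 0 under all 8 alternatives run, with 2 to 62 at the fold and an unadjusted p under 0.05.

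Leaving out each library in turn, by the fold threshold alone, female-biased genes ran from 21 to 27 at E2.5, from 19 to 57 at E4.5 and from 87 to 288 at E6.5, against 23, 22 and 173 with all libraries. Male-biased genes ran from 6 to 35, from 3 to 49 and from 4 to 10, against 3, 3 and 4. W-linked genes ran from 21 to 23, from 19 to 20 and from 17 to 21, and those common to all stages from 17 to 19. The autosomal share at E6.5 ran from 72.4% to 89.6%. The Z-linked log2 ratio ran from 0.77 to 0.89 at E2.5, from 0.65 to 1.08 at E4.5 and from 0.82 to 0.88 at E6.5. The only setting that moved it past the SD over libraries was E2.5 without the first male library, 0.89.

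Among named genes, some small log2 fold changes reversed. With a library left out, *APOA1* ran from -3.55 to 0.13 and *DMRT1* from -1.67 to 0.75 at E4.5. *RARA* ran from -0.085 to 0.049 at E2.5, from -0.87 to 0.89 at E4.5 and from -0.13 to 0.039 at E6.5. *RARB* ran from -0.67 to 0.047, from -0.31 to 0.38 and from -0.16 to 0.23 at these stages. *STRA8* ran from -0.95 to 0.92 at E4.5 and from -0.30 to 0.30 at E6.5. *RARA* at E4.5 was -0.78 with a pseudocount of 0.1, -0.037 with median-of-ratios scaling and -1.84 with limma-voom, against 0.01. With median-of-ratios scaling *RARB* at E2.5 was 0.045 against -0.31, and *STRA8* at E6.5 was 0.11 against a value of -0.00. With limma-voom *RARB* at E6.5 was -0.0066 against 0.03, and with a pseudocount of 0.1 *STRA8* at E6.5 was 3.5e-05. Of the other values of named genes, limma-voom made 13 weaker, the replicate block 13 stronger, all 12 libraries in one fit 6 stronger, median-of-ratios scaling 1 weaker and a pseudocount of 0.1 2 weaker and 1 stronger. With a library left out 7 moved without reversing.

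Tests on simulated data with 2 libraries per group called 94% to 98% of the changed genes. The spread between simulated libraries was a fixed setting. The real E6.5 female pools differed by a median of 4.49-fold in the 282 autosomal genes of the paper's list. The simulation therefore cannot tell whether the number of libraries accounts for low counts here. Without the fold threshold, simulated unchanged genes that passed an adjusted p of 0.05 were more with the replicate block (105 and 49) than without it (33 and 18). With the fold threshold there were 0 in both cases. For the difference between sex differences they were 15 and 24 with the block and 12 and 25 without it. Depth limited genes at few reads, among them 4 of the 5 unnamed male-biased genes, which had at most 6 reads in any male library of the stage.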

Differences from the paper's values

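The paper's counts came from DESeq2, which was not run here, and the fold threshold was applied here to log2(TPM + 1), where it is stricter. The counts below therefore differ in method as well. At E4.5 the test found 2 female-biased genes against the paper's 21, and 2 sex-biased genes against the paper's 22. Of the alternatives set before the data were examined, the replicate block and all 12 libraries in one fit, each with 20 genes, closed both gaps, and the others with a test did not. By the fold threshold alone, without a test, 22 genes were female-biased at E4.5. At E6.5 there were 137 female-biased genes against the paper's 322, and none of the alternatives with a test that were set before the data were examined closed the gap, nor did the crossed block with 172, chosen after seeing the values. Sex-biased genes at E6.5 were 141 against the paper's 336, and of the alternatives with a test that were set before the data were examined the log2 fold threshold of 1 closed this gap in the total alone, with 166 female-biased and 92 male-biased genes against the paper's 322 and 14. Male-biased genes were 2 at E2.5 against the paper's 4, 0 at E4.5 against the paper's 1 and 4 at E6.5 against the paper's 14. The replicate block, with 3, closed the gap at E2.5 in number alone. Of these 3 genes, 2 were those called without the block, which are not in the paper's list. No alternative with a test that was set before the data were examined closed the other gaps in male-biased genes. At E4.5, 2 genes had the male fold and an unadjusted p under 0.05. By fold alone with a library left out, which has no test and was also set before the data were examined, there were 288 female-biased genes at E6.5 without the first female library and 10 male-biased genes at E6.5 without the second male library, which closed these 2 gaps. At E4.5 there were 19 to 57 female-biased genes. *PGM5*, male-biased at E2.5 in the paper, passed with the replicate block (adjusted p = 8.47e-05).

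Female-biased genes at E6.5 that were not on W numbered 118 against the paper's 295, with no alternative with a test that was set before the data were examined closing the gap. W-linked genes female-biased at every stage were 2 against the paper's 21. This is 1.80% of the 111 W-linked genes typed as protein-coding or without a type, against the paper's 18.9%. The replicate block and all 12 libraries in one fit closed these gaps with 18 genes and 16.2%, and the other alternatives with a test that were set before the data were examined did not. By fold alone the number was also 18, and 17 to 19 with a library left out.

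All 39 log2 fold changes compared with the paper's Table S2 were larger in size in the paper. In 13 of them one sex was at 3 reads or fewer, so that the value here is a lower bound, between 3.57 and 8.49 on the log2 scale. None of these exceeds the paper's fold by more than 1.5 times, and they were not counted as differences. The use of lower bounds in this comparison was decided after the data had been seen. Of the others, 14 differed. No alternative set before the data were examined closed the gap for *HINTW* at E6.5 (6.73 against the paper's 7.05), *SMAD2W* at E2.5 and E6.5 (5.37 and 4.34 against the paper's 9.12 and 7.55), *KCMF1W* at E2.5, E4.5 and E6.5 (5.03, 4.15 and 4.48 against the paper's 8.37, 6.82 and 7.56), *MIER3W* at E2.5 and E6.5 (6.43 and 5.60 against the paper's 9.52 and 7.23), *CHD1W* at E2.5 (3.33 against the paper's 6.79) or *SLC24A2* at E4.5 (-2.93 against the paper's -4.69). A pseudocount of 0.1, set before the data were examined, closed the gap for *UGT1A1* at E6.5 (6.03 against the paper's 7.74), *MIER3W* at E4.5 (5.83 against the paper's 8.07), *NSMF* at E2.5 (-2.71 against the paper's -3.84) and *MIOX* at E6.5 (6.83 against the paper's 8.60). Leaving out the first female library of E6.5, also set before, closed the gap for *UGT1A1* and *MIOX*. The other alternatives set before the data were examined did not close these gaps. limma-voom on recovered reads, chosen for named genes after seeing the values, closed the gap for *UGT1A1*, *NSMF*, *SLC24A2*, *MIOX*, *MIER3W* at E4.5 and *KCMF1W* at E4.5 and E6.5. For *SMAD2W* at E2.5 and E6.5, a pseudocount of 0.1 gave 7.83 and 6.63, and limma-voom gave 8.92 and 7.23. Its gap was therefore narrowed by both, and part of it came from the pseudocount of 1.

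The paper states that *APOA1* was high in gPGCs of E4.5 female embryos, with reference to a figure that shows both RT-qPCR and RNA-seq. In the RNA-seq libraries its log2 fold change at E4.5 was -1.71, with the highest value in a male library. The paper counts *GATM* among the female-biased genes at E6.5, and here its adjusted p was 0.0518, although it passed with the replicate block (0.0195) and with a pseudocount of 0.1 (0.0449). The paper counts *SMAD7B* and *CHD1W* as female-biased at E6.5, and here they were below the fold threshold, at 2.92 and 2.76. These values are set by the pseudocount, since the male libraries had 3 reads or fewer, and set against 3 reads the folds were at least 42.1 and 74.6. Both genes passed with a pseudocount of 0.1, at 5.81 and 5.54 (adjusted p = 0.0148 and 0.0180). The paper calls the female-biased genes off the W chromosome at E6.5 autosomal, and its list holds 13 genes on Z. The paper lists *CYP19A1* as female-biased and *AMH* as male-biased at E6.5, and here the first was below the filter, and the second was short of the fold threshold with a log2 fold change of -2.21, with and without the replicate block (adjusted p = 0.0384 and 0.0518). In both genes one sex had 3 reads or fewer, and the folds were at least 11.9 and 27.6.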

Other observations

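In this part, all tests given were chosen only after the result was seen.

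Genes of the paper's E6.5 female-biased list were raised in one male pool of E4.5. Over the 282 autosomal genes, the median log2(TPM + 1) was 1.21 in the first male E4.5 library and 0.21 in the second, and the first was above the second in 192 genes. The list took 0.167% of TPM in the first male library and 0.0496% in the second. The percentile of the list in the first female pool over the second, 43.8, decides nothing, since its median there was 0 and ties set the position. Counted over genes, a shift shared by the first E4.5 pools of both sexes was not borne out, since the first female pool was above the second in 77 genes and below it in 137 (36.0% above). RNA from kidney tubule cells was not borne out either, with the second kidney list at the 69.6 percentile for the first male pool over the second. The design gives no condition that sets the first male pool apart, so no biological explanation was tested. In 50 of the 282 genes both E4.5 female libraries were below both male libraries, and in 7 above. Of the 12229 genes tested at E4.5, 1122 were below in this way and 979 above.

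Germ cell marker genes were lower in the E2.5 female pools, with a median log2 fold change of -1.14 over 10 genes and -0.96 over the 9 not on Z. A lower female value of all genes was not borne out, with the markers not on Z at the 0.02 percentile of random sets. Hemoglobin reads in the first female pool were not borne out, since the markers were at 0.02 in the second female pool over the male mean as well. The male pools differed from each other by as much in these markers, with a median log2 ratio of 1.16 for the first over the second. A difference in the share of germ cells between single pools could give both values, and the sexes cannot be told apart from single pools here, beside the 0.02 percentile of the test. *DDX4*, a Z-linked gene, had a log2 fold change of -1.40 at E2.5 (standard error 0.35, adjusted p = 0.138 from limma with Benjamini-Hochberg adjustment, and 1.12e-07 with the replicate block), with both male libraries above both female libraries. *DAZL* had -0.22, 0.07 and -0.23 at the 3 stages.

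*STRA8* (ENSGALG00000011722, chromosome 1, 47892850 to 47900521) was expressed in the PGCs at every stage. Its mean was 25.0 TPM in males and 14.1 in females at E2.5, 18.0 and 18.0 at E4.5, and 43.7 and 42.8 at E6.5. The log2 fold changes were -0.81 (standard error 0.47, adjusted p = 0.511), -0.01 (0.95, adjusted p = 1.00) and -0.00 (0.29, adjusted p = 0.999).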
